# Maintenance of epigenetic landscape requires CIZ1 and is corrupted in differentiated fibroblasts in long-term culture

**DOI:** 10.1038/s41467-018-08072-2

**Published:** 2019-01-28

**Authors:** Emma R. Stewart, Robert M. L. Turner, Katherine Newling, Rebeca Ridings-Figueroa, Victoria Scott, Peter D. Ashton, Justin F. X. Ainscough, Dawn Coverley

**Keywords:** Epigenetics analysis, Epigenetics, Chromatin, DNA replication

## Abstract

The inactive X chromosome (Xi) serves as a model for establishment and maintenance of repressed chromatin and the function of polycomb repressive complexes (PRC1/2). Here we show that Xi transiently relocates from the nuclear periphery towards the interior during its replication, in a process dependent on CIZ1. Compromised relocation of Xi in CIZ1-null primary mouse embryonic fibroblasts is accompanied by loss of PRC-mediated H2AK119Ub1 and H3K27me3, increased solubility of PRC2 catalytic subunit EZH2, and genome-wide deregulation of polycomb-regulated genes. Xi position in S phase is also corrupted in cells adapted to long-term culture (WT or CIZ1-null), and also accompanied by specific changes in EZH2 and its targets. The data are consistent with the idea that chromatin relocation during S phase contributes to maintenance of epigenetic landscape in primary cells, and that elevated soluble EZH2 is part of an error-prone mechanism by which modifying enzyme meets template when chromatin relocation is compromised.

## Abstract (web summary)

The inactive X chromosome (Xi) is a model for establishment and maintenance of repressed chromatin and the function of polycomb repressive complexes. Here the authors show that Xi transiently relocates from the nuclear periphery during replication in a CIZ1-dependent manner, which plays a role in maintaining PRC-mediated repressed chromatin.

## Introduction

The inactive X chromosome (Xi) is a discrete unit of facultative heterochromatin that is selected for repression early in the development of female mammals as a means of equalizing X-linked gene dosage between the sexes^1^. *Xist* long noncoding RNA (LNCRNA) plays an essential role in the recruitment of chromatin modifying enzymes to Xi, and the progressive formation of a stable, heritable repressed state^2^. Detailed analysis shows that *Xist*-dependent polycomb recruitment is initiated by PRC1, and is dependent on the RNA-binding protein hnRNPK through its interaction with sequences encoded by *Xist* repeat B^3^. Later steps in the polycomb cascade result in the accumulation of PRC1-mediated H2AK119ub1 and PRC2-mediated H3K27me3 on Xi chromatin, which is then maintained through subsequent rounds of cell division^4^. CIP1/CDKN1A-interacting zinc finger protein 1 (CIZ1) is recruited to Xi by *Xist* during the earliest stages of X-inactivation dependent on sequences encoded by *Xist* repeat E^5,6^, though lack of overt embryonic phenotype in CIZ1 null mice suggest that there is no requirement for CIZ1 during these early stages of X-inactivation^5^. However, CIZ1 is required for retention of *Xist* at Xi in differentiated fibroblasts, and essential for its recruitment during lymphocyte activation in response to antigen stimulation in adult mice^5^, suggesting that it has a post-developmental function at Xi.

CIZ1 has been linked with the neurological disorders cervical dystonia^7^ and Alzheimer’s disease^8^, and with both paediatric^9^, and adult common solid tumours including lung, colon, liver and breast^10–13^, though no known underpinning molecular function convincingly links its role in these diverse human pathologies. Similarly, while a link with lymphocyte activation is established, the molecular mechanism that underpins its ability to guard against leukemias and lymphomas in mice is not understood^5,11,14^ Moreover, while enrichment at Xi in female cells is striking (Xi-CIZ1), CIZ1 protein also occupies nucleus-wide foci in male and female somatic cells (focal-CIZ1)^5^, and is elevated in post-replicative male germ cells^15^ suggesting that it has additional functions unrelated to the inactive X-chromosome.

In the present study, Xi serves as a well-defined model to probe the mechanism of action of CIZ1, and shows that CIZ1 is required to support a change in the preferred location of Xi, between the nuclear periphery and the nuclear interior, during a brief window coincident with Xi replication. In CIZ1 null fibroblasts, failure to internalize is accompanied by the loss of PRC1/2-mediated modification of Xi chromatin, and relaxation of control over PRC1/2 target genes across the genome. Crucially, S-phase internalization of Xi is not observed in fibroblasts in long-term culture, even if CIZ1 is present, suggesting that the process in which CIZ1 normally functions is fragile, and corrupted at some level in cell lines. Moreover, the loss of function in cell lines is accompanied by up-regulation and increased solubility of PRC2 catalytic subunit EZH2, and in CIZ1 null cells, partial reinstatement of chromatin modification at Xi. This raises the possibility that the mechanism by which modifying enzyme and target chromatin meet is not the same in primary cells and derived cell lines. The data support the idea that chromatin relocation during S phase plays a role in the maintenance of epigenetic state in primary differentiated cells.

## Results

### Interaction between CIZ1 and nuclear matrix at Xi in S phase

Enzymatic removal of chromatin (DNase1) or exposure to elevated non-physiological salt concentrations (500 mM NaCl) have little effect on either Xi-CIZ1 or focal-CIZ1^5,16^, indicating that their location in the nucleus is not specified by association with chromatin. However, Xi-CIZ1 is sensitive to digestion with RNase in the majority of cells in a cycling population, indicating that attachment at Xi is by association with RNA^5^, most likely *Xist*^6,17^. We focus here on the small fraction of cells (3–7% depending on cell line and rate of cycling) that resist extraction with RNase so that CIZ1 remains anchored at Xi (Fig. 1a, b). This indicates additional or alternative interaction between CIZ1 and non-RNA, non-chromatin higher-order assemblies, consistent with a biochemically defined nuclear matrix (NM).

**Fig. 1:**
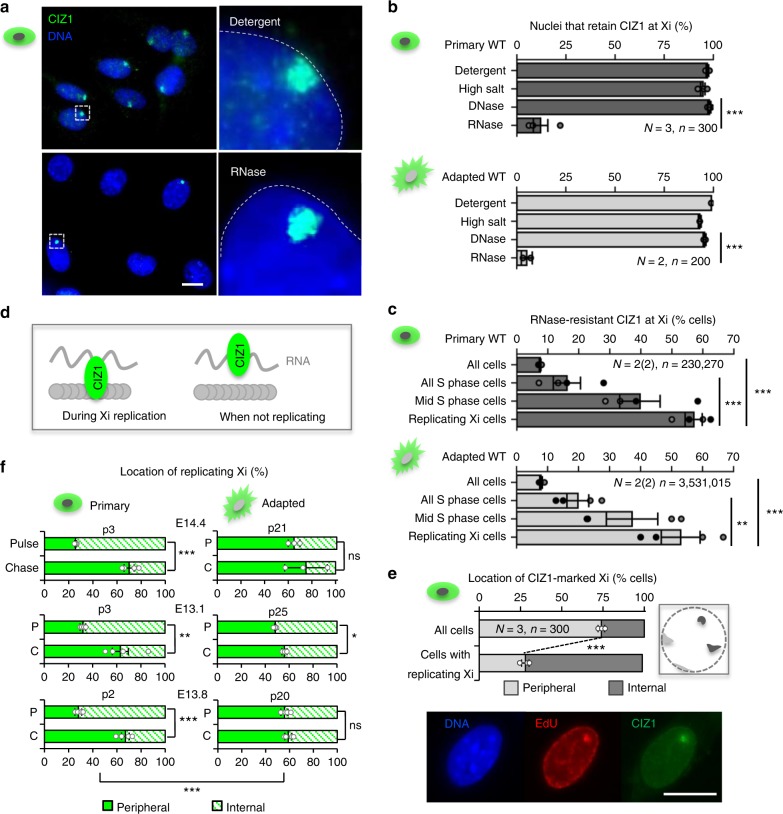
Xi location during S phase. **a** CIZ1 at Xi in cycling WT primary embryonic fibroblasts (PEFs), with and without extraction of RNA and associated proteins, detected with anti-CIZ1 antibody 1794 (green). DNA is blue, scale bar 10 microns. **b** Proportion of cells that retain CIZ1 at Xi (Xi-CIZ1) at the indicated steps after extraction, for three independent populations of WT PEFs (means ± SEM for 13.1, 13.8, 14.4 at passage 3–4, *n* > 100 for each step and each line. Significant differences are indicated (*t*-test). Similar results for culture-adapted derivative line 13.1 (passage > 20), and 3T3 cells is shown below, ±SDEV. **c** Proportion of cells with RNase-resistant Xi-CIZ1 after pulse-labelling with EdU to classify cells by S-phase stage (Supplementary Fig. 1). Upper graph shows mean data for WT primary cells 13.1 and 13.8 (passage 3–4), each in duplicate, ±SEM (*t*-test). Lower graph shows the same analysis for WT MEFs (13.1, passage > 20), and 3T3 cells, each in duplicate. **d** Illustration of transient attachment of Xi-CIZ1 (green) to non-chromatin, non-RNA assemblies (grey circles) during Xi replication. **e** Location of Xi-CIZ1 at the time of Xi replication (detected by 30 min pulse label with EdU) compared to the rest of the cell cycle. Location is classified as peripheral or internal (illustrated right). Means ± SEM for three WT PEFs (13.1, 13.8, 14.4 p3–4) are shown (*n* = 100 for each), with significant changes indicated (*t*-test). Images show a cell engaged in replication of Xi (EdU, red), co-stained with anti-CIZ1 1794 (green), DNA is blue, scale bar 10 microns. **f** Xi location (peripheral or internal) at the time of incorporation of EdU (pulse), or 30 min later (chase), analysed by *t*-test. Graphs show data ± SEM for three WT primary populations (13.1, 13.8, 14.4 p2–3), and three derived MEF lines (*p* > 20). EdU-Xi in primary WT cells shifts preferred location during the chase period, but remains unchanged in most adapted lines, compared by ANOVA. For all analyses *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001. *N* = independent cell lines, *n* = total nuclei scored. Individual replicates contributing to each mean are overlaid on bar charts, shaded according to cell line where necessary

The low frequency of retention implies temporal control, which was supported by analysis in S phase cells. Incorporation of the nucleotide analogue 5-ethynyl-2ʹ-deoxyuridine (EdU) identified Xis engaged in DNA replication and showed that Xi replication occurs in mid S phase in most cells in the fibroblast populations studied here, though the timing of Xi replication appears to vary with cell type^18,19^ (Supplementary Fig. 1). When combined with immuno-staining for CIZ1, it also showed that CIZ1 is significantly more likely to be resistant to extraction at the time of Xi replication (Fig. 1c, Supplementary Fig. 1). In fact, over half of Xi-replicating cells retain CIZ1 at Xi after RNase digestion (Fig. 1d). This was evident in triplicate independent populations of primary embryonic fibroblasts (PEFs, defined here as passage 5 or earlier), and remained unchanged in all derived populations adapted to long-term growth in culture (referred to as mouse embryonic fibroblasts, MEFs). Thus, during Xi replication, Xi-CIZ1 undergoes transient interaction with a structure that is independent of chromatin or RNA.

### A shift in Xi location in primary cells but not cell lines

The location of replicating CIZ1-marked Xis was not the same in PEFs and MEFs. In primary cells, it was significantly more likely to be seen at locations that did not contact the nuclear periphery (Fig. 1e). To confirm the preferred position independently of CIZ1, we monitored the location of EdU-labelled Xis at the time of Xi replication/EdU incorporation (pulse) compared to its location 30 min later (chase), and relative to the nucleolar marker fibrillarin (Supplementary Fig. 1). This showed a greater likelihood of overlap with fibrillarin-enriched regions at the time of the pulse, compared to after a chase period, indicating a change in preferred location during S phase. Although Xi is located at the nuclear periphery most of the time, anchored via lamin B receptor^20^, these results are consistent with the very earliest descriptions of the Xi as occupying two distinct locations; the nuclear periphery or adjacent to nucleoli^21^.

Importantly, in three populations of primary cells isolated from independent WT embryos, this change in preferred location during S phase was readily monitored using a binary classification of peripheral or internal (P or I, Fig. 1f), but in culture-adapted lines derived from all three parent populations the shift in location was not evident (Fig. 1f), though replication of Xi took place in a similarly co-ordinated manner as a condensed EdU-labelled, CIZ1-marked entity. These data show that Xi replication is normally coincident with departure from the nuclear periphery, and suggest that the underlying mechanism for the change in preferred location is fragile and prone to degradation in culture-adapted cell lines. Moreover, it suggests that most cell lines likely do not represent the state of cells in the body with respect to chromatin dynamics, leading to questions about the functional relevance of the S-phase location change.

### CIZ1 is involved in PRC1/2 target gene regulation

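Whole transcriptome RNA-seq was carried out on embryonic fibroblasts, either as primary populations, each grown from a separate mouse embryo and collected before passage 5, or as culture-adapted lines derived from the same populations by continued growth. There were 3 primary WT populations (embryos E13.1, E13.8 and E14.4), 3 primary CIZ1 null populations (E13.15, E13.17 and E14.2), and 1 culture-adapted line from each of them. The embryo of each of these samples was found from its values, which were 100% identical to those the paper lists per line (829 to 1022 values per sample). E13.17 carried a doxycycline-inducible GFP-CIZ1 transgene and was untreated. A second untreated sample with this transgene, numbered S13, and 2 samples collected 24 h after addition of doxycycline at 5 to 10 µg per ml, numbered S14 and S15, are not in the per-line lists and were used only where induction is described. Reads from poly(A)-selected, paired-end libraries were trimmed with Cutadapt, aligned by the authors to GRCm38 with HISAT2 and assembled with Cufflinks and Cuffmerge, and Cuffnorm gave a normalised FPKM (fragments scaled by transcript length and library size) for each transcription unit in each sample. The deposited table holds 65522 units, of which 26937 were at 0 in every sample, 7984 had no gene symbol and 43012 shared their locus with another unit, so that reads could have been split between them. FPKM values are not counts, and the number of reads behind each of them is unknown; the methods of the paper give one approximate depth for all samples. The value that a single fragment contributes to units of low expression gave the depth of each library relative to primary WT E14.4. This was 1 to 1.62 in primary WT cells (median 1.41), 1.2 to 1.44 in primary CIZ1 null cells (median 1.33), 0.62 to 1.19 in adapted WT cells (median 0.76) and 0.541 to 0.901 in adapted CIZ1 null cells (median 0.853), and it was 0.481 in S13, 1.18 in S14 and 0.874 in S15. Adapted libraries were therefore generally shallower, and their replicates were also further apart, with a median standard deviation of 0.36 log2 units in adapted WT cells and 0.357 in adapted CIZ1 null cells, against 0.185 and 0.216 in the primary cells. Groups were compared with limma on log2(FPKM + 1), over units with a mean FPKM of at least 1 across the samples compared, and a unit was called at an adjusted p (Benjamini-Hochberg) under 0.05. The pseudocount of 1 understates the change of units with low FPKM. When 200 units were given a known change in simulated data, the comparison of WT populations recovered 0 of them at a log2 change of 1, although 81.5% had an unadjusted p under 0.05, and it recovered 143 at 2 and 162 at 3, so smaller changes could be missed. It also called 28 unchanged units at 2 and 49 at 3. In the real comparison of WT populations, 1388 of the 1902 units called changed by more than 1 log2 unit. Smaller changes were therefore called there too, and the simulated limit is not a lower bound for real calls.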

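In WT cells, 19919 transcription units were compared between the 3 primary populations and the 3 culture-adapted lines derived from them. Of these, 1902 were called, 572 higher and 1330 lower in adapted cells, and the median size of their change was 1.25 log2 units. All 1902 had no overlap between the values of primary and adapted cells, compared with 38.7% of all units tested, where 10% is given by chance with 3 samples against 3. These units were called on the same values, so their lack of overlap is not separate support for the calls. The share of called units that were higher, 30.1%, depended on scaling: after quantile normalization, which moved the median change of all units from -0.05 to 0.06 log2 units, 982 of 2063 called units (47.6%) were higher. The number called depended most on the primary populations, and was 62 without E14.4, 70 without E13.1 and 65 without E13.8, while leaving out adapted E14.4 gave 2972. With the embryo of origin as a block it was 499. Lcn2 (chromosome 2, 32384632 to 32388252 in GRCm38) rose most, from 0.125 ± 0.0273 FPKM (SD, n = 3) to 413 ± 58.0, a log2 change of 8.51 (standard error 0.171, adjusted p = 2.13e-05 from limma with Benjamini-Hochberg adjustment). Clu (chromosome 14, 65968482 to 65981551) was listed at 0 in all 3 primary populations and at 64.2 in adapted E13.1, 83.2 in adapted E13.8 and 38.3 in adapted E14.4, and among adapted CIZ1 null lines at 217 in E13.17 and at 0 in E13.15 and E14.2. Values of 0 beside high ones may be failed estimates, and in the authors' deposited table its q for WT adaptation is 0.591. C3 (chromosome 17, 57203969 to 57228136) rose by 4.88 log2 units (standard error 0.586, adjusted p = 0.0126 from limma with Benjamini-Hochberg adjustment), and was not called when any one primary population was left out (highest adjusted p 0.0726). The largest falls were on chromosome 7 and included the imprinted neighbours H19 and Igf2. H19 (142575528 to 142578143, listed together with Mir675) fell from 199 ± 16.2 to 1.89 ± 1.37 FPKM, a log2 change of -6.25 (standard error 0.399, adjusted p = 0.00261 from limma with Benjamini-Hochberg adjustment). A second unit at the same coordinates, listed as Gm27483 and Gm27786, had a log2 change of -5.83, and reads may have been divided between this pair. Igf2 (142650765 to 142670356) had a log2 change of -5.42 (standard error 0.877, adjusted p = 0.0215 from limma with Benjamini-Hochberg adjustment), and like C3 lost its call when any one primary population was left out (highest adjusted p 0.0995).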

As might be expected, transcriptome analysis revealed extensive differences between primary parent cell lines and their culture-adapted derivatives, with approximately a thousand genes significantly affected (1038 at *q* < 0.05 (cuffdiff), Fig. 2, Supplementary data 1). 

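The same comparison in CIZ1 null cells covered 20044 transcription units and called 975, of which 280 were higher and 695 lower in adapted cells. After quantile normalization, 351 of 852 called units were higher. The number called was 25 without primary E14.2, 30 without E13.15, 30 without E13.17 and 40 without adapted E14.2, but 2999 without adapted E13.15, and with the embryo as a block it was 10. Using all 4 untreated primary CIZ1 null samples (S13 included) gave 449. A unit listed as Saa1 and Saa3 (chromosome 7, 46711996 to 46754314) rose most, from 10.1 ± 7.17 FPKM (SD, n = 3) to 4553 ± 495, a log2 change of 8.86 (standard error 0.428, adjusted p = 0.00133 from limma with Benjamini-Hochberg adjustment). Another unit listed as Saa3 at the same coordinates, and able to share its reads, rose by 6.89 log2 units. Lcn2 rose by 6.5 log2 units (standard error 0.896, adjusted p = 0.0248 from limma with Benjamini-Hochberg adjustment), but with the block its adjusted p was 0.0708. Its call was also lost when any one primary population was left out (adjusted p 0.0979 to 0.124). The units that fell most, Gm7299, Gm11824 and Gm5814, were listed at 0 in all 3 adapted CIZ1 null lines. In primary E14.2, E13.15 and E13.17, Gm7299 was at 1636, 2777 and 2968 FPKM, Gm11824 at 34.0, 108 and 185, and Gm5814 at 55.3, 81.9 and 90.1. Gm7299, annotated as a processed pseudogene, was also listed at 0 in primary WT E13.1 and at 4125 in primary WT E14.4, and at 4156 in adapted WT E13.1 and 0 in the other adapted WT lines, so values of 0 here may be failed estimates. Gm11824 and Gm5814 were instead at 0 in all 3 adapted WT lines too. In the primary WT populations they were at 14.3 to 68.6 and 18.65 to 79.2 FPKM, so their fall was seen in both genotypes. The authors' deposited table gives Gm7299 a log2 change of 0.80 (q = 0.870), a rise, and Gm11824 one of -1.6 (q = 0.699), and Gm5814 a q of 0.00276. None of these 3 units was called when all 4 untreated primary samples were used. Adding S13 moved the log2 change of Gm7299 from -11.2 to -8.41 and that of Gm11824 from -6.48 to -4.86. S13 therefore lay far below the other primary CIZ1 null samples for them, although it was not an adapted line. Failed estimates thus stay possible for Gm11824 as well. With the embryo as a block Gm11824 lost its call (adjusted p = 0.0708 from limma), while Gm7299 and Gm5814 kept theirs. Between genotypes, 448 of 19153 units tested in both were called in both, and all 448 changed in the same direction. This was 23.9% of the units called in WT and 46.8% of those called in CIZ1 null cells, where 93.5 were expected for independent lists (Fisher's exact test, two-sided p = 2.163e-208, odds ratio 10.4), although units are not independent of each other. Across units, the changes in WT and CIZ1 null cells had a Pearson correlation of 0.722, and 77.8% had the same sign. The comparisons share no samples. The overlap was 5 units with the embryo as a block. Of fits that left out one library it was smallest without primary E14.2, at 10 units, and largest without adapted E13.15, at 880. It was also under 32 without primary WT E14.4 (24 units), E13.1 (31) or E13.8 (27), primary E13.15 (18) or E13.17 (17), or adapted E14.2 (25).

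**Figure D1:**
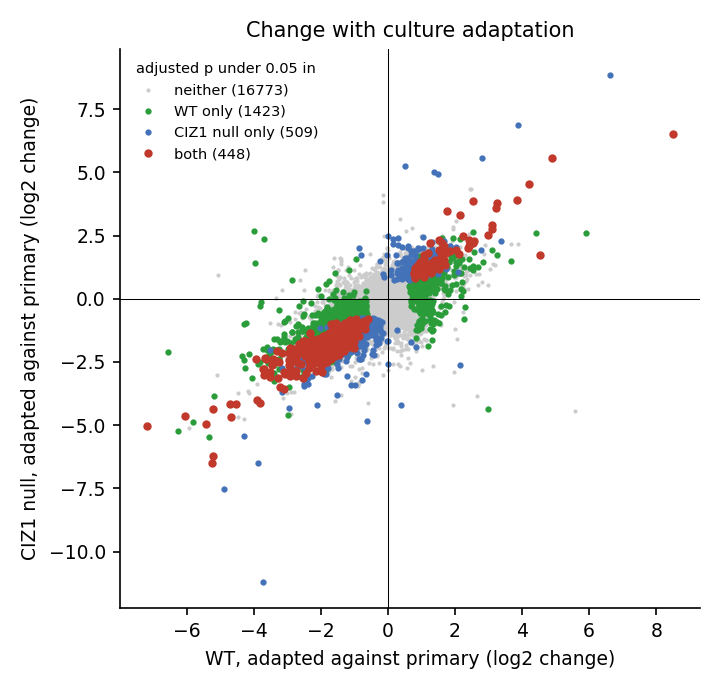
Log2 change with culture adaptation in WT cells (horizontal axis) and CIZ1 null cells (vertical axis), 1 point for each of the 19153 transcription units tested in both. The 448 units called in both genotypes (red) lie to the lower left and the upper right, where both changes have the same sign; green and blue points were called in WT or CIZ1 null cells alone, and grey points in neither.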

Similar results were achieved using primary and culture-adapted populations from CIZ1 null mice (904 at *q* < 0.05 (cuffdiff), Fig. 2, Supplementary data 1), approximately half of which (405) were the same genes as those affected in WT cells. For both sets, Gene Set Enrichment Analysis (GSEA)^22^ revealed significant overlap with genes regulated by PRC1 and PRC2 (Fig. 3a), as well as those responsive to Rb and TGFb among others (Supplementary data 2, tabs 4, 5, 6). 

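Of 16 PRC1 and PRC2 subunits, 3 were called on culture adaptation of WT cells and 4 on adaptation of CIZ1 null cells, and the same numbers adjusted over the list alone were 3 and 6. Ezh2, which encodes the methyltransferase of PRC2 (chromosome 6, 47530040 to 47595351 in GRCm38), rose in WT cells from 13.5 ± 1.56 to 24.6 ± 1.77 FPKM (SD, n = 3), a log2 change of 0.82 (standard error 0.165, adjusted p = 0.0342 from limma with Benjamini-Hochberg adjustment). In CIZ1 null cells Ezh2 was at 23.5 FPKM in adapted E13.15, but at 5.79 in adapted E13.17 and 6.46 in adapted E14.2, and the log2 change of -0.41 was smaller than its standard error of 0.49. It was -0.08 without adapted E13.17 and -0.14 without adapted E14.2, and without adapted E13.15 it was -0.999, with an adjusted p of 0.0239 from limma. The difference in Ezh2 change between genotypes did not pass correction (interaction, log2 -1.23, adjusted p = 0.996 from limma). Phc2 (chromosome 4, 128654701 to 128753199) fell in both genotypes, by 1.9 log2 units in WT cells (standard error 0.360, adjusted p = 0.0305 from limma with Benjamini-Hochberg adjustment) and by 1.94 in CIZ1 null cells (adjusted p = 0.0235). Bmi1 (chromosome 2, 18677017 to 18686630) rose in both, by 0.86 (adjusted p = 0.0498 from limma) and by 1.1 (adjusted p = 0.0303). Phc3 rose in CIZ1 null cells by 1.04 log2 units (adjusted p = 0.0466 from limma) and Rnf2, which encodes RING1B, by 1.02 (adjusted p = 0.0342). With the embryo as a block no subunit was called in either genotype, and those called without it had adjusted p between 0.0542 and 0.108, although 5 subunits in WT cells and 6 in CIZ1 null cells had an unadjusted p under 0.05 in the fit without the block. No subunit was called in WT cells when any one primary WT population was left out, and 1 (Phc2) was called without adapted E13.8 and 1 (Ezh2) without the filter on FPKM; with all 4 groups in a single fit Ezh2 was the one lost (adjusted p = 0.178 from limma). Adjusted over the list alone, the count in WT cells was also 0 without any one primary population, and it was 5 without adapted E13.1 and 1 without adapted E13.8. In CIZ1 null cells none was called when any one primary population or adapted E14.2 was left out, 6 were called without adapted E13.15, and 1 (Bmi1) was called when all 4 untreated primary samples were used. Splice variants were not analysed here.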

PRC subunit expression was itself disrupted upon culture adaption, evident in both transcript level changes (Supplementary Fig. 2) and in splice variant diversity for some subunits (Supplementary Fig. 3, 4).

**Fig. 2:**
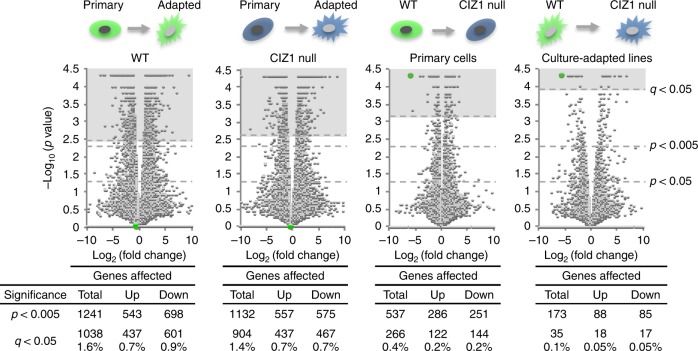
Effect of loss of CIZ1 and culture adaption on gene expression. Volcano plots showing mean fold change in transcript level (FPKM) against significance (*P*-value, calculated by cuffdiff) for all 65530 annotated transcription units assigned to mouse genome assembly GRCm38, derived from whole transcriptome RNA-seq of three primary WT (13.1 p4, 13.8 p4, 14.4 p4) embryonic fibroblast populations and culture-adapted cell lines derived from the same primary cells, and three primary CIZ1 null (13.15 p3, 13.17 p3, 14.2 p4) embryonic fibroblast populations and culture-adapted cell lines derived from the same primary cells. CIZ1 is indicated in green. The populations of cells being compared are indicated above each plot. Below, the number of transcription units affected at the indicated significance thresholds. Significantly affected gene lists (*q* < 0.05, calculated by cuffdiff) are in Supplementary data 1 (primary to culture-adapted comparisons for both genotypes), Supplementary data 4 (CIZ1-dependent genes in primary cells), Supplementary data 5 (CIZ1-dependent genes in culture-adapted cells)

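At an unadjusted p under 0.005, limma gave 1957 units for culture adaptation of WT cells (602 higher and 1355 lower in adapted cells) and 1596 for adaptation of CIZ1 null cells (520 higher, 1076 lower). Loss of CIZ1 gave 145 units at this threshold in primary cells (99 higher, 46 lower in CIZ1 null) and 61 in adapted cells (39 higher, 22 lower). At the nominal rate, 0.5% of units would be under the threshold by chance, against 9.82% and 7.96% observed for adaptation, and 0.741% and 0.305% observed for loss of CIZ1. In the simulated comparisons for loss of CIZ1, 6.23% to 6.55% of unchanged units had an unadjusted p under 0.05, above the nominal rate. For adaptation this was 6.77% to 7.42%. The chance share under 0.005 may therefore exceed 0.5% too, and 0.741% need not be an excess. Leaving out a primary WT population lowered the first number to 900 (E14.4), 937 (E13.1) or 853 (E13.8), and leaving out a primary CIZ1 null population lowered the second to 755 (E14.2), 606 (E13.15) or 782 (E13.17). The second was also 1057 without adapted E14.2 and 2459 without adapted E13.15. The third was 85 without E13.1 and 237 without E14.2. The fourth was 96 without adapted WT E14.4, 405 without adapted E13.15 and 95 without adapted E13.17. In the authors' deposited table of Cuffdiff comparisons, the numbers of units under the same threshold are 1241 (543 higher, 698 lower), 1132 (557 higher, 575 lower), 537 (286 higher, 251 lower) and 173 (88 higher, 85 lower), in the same order. The excess of falls that limma gave on adaptation depended on scaling. After quantile normalization it gave 964 higher and 1057 lower in WT cells, and 724 higher and 820 lower in CIZ1 null cells.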

**Fig. 3:**
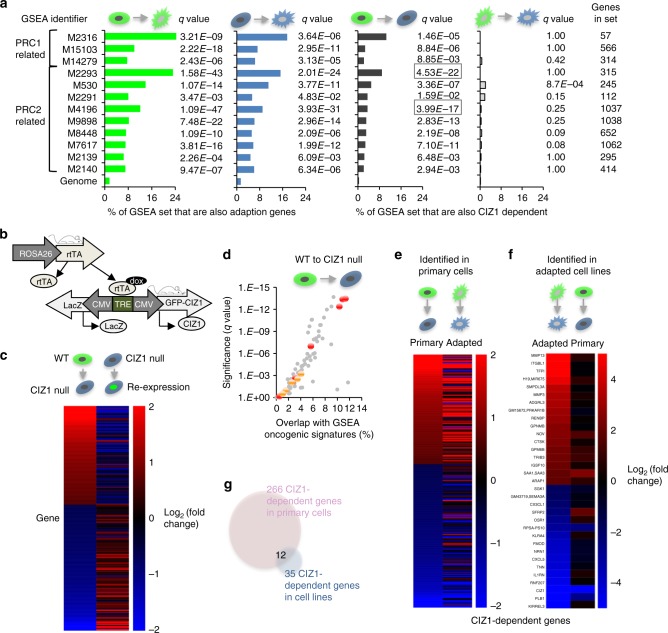
Relaxation of polycomb-regulated gene expression. **a** Relationship between affected transcription units (*q* < 0.05, cuffdiff) in Fig. 2 and PRC1 or PRC2-related curated gene sets (GSEA MSigDB^22^), with significance expressed as *q* value. Set identifiers and number of genes in sets are indicated. Overlap with genes affected by culture adaption of WT cells (green) and CIZ1-null cells (blue). Overlap with CIZ1-dependent genes in primary cells (dark grey) and culture-adapted cells (light grey). **b** Schematic of transgenes used to create doxycycline-inducible expression of full-length GFP-CIZ1 in CIZ1 null mice and derived cells^5^. **c** Heat map showing 266 transcription units (*q* < 0.05, cuffdiff) affected by the loss of CIZ1 in primary cells, organised by fold-change. Right column, mean fold change in the same transcription units in CIZ1 null cells (13.17 p3, 14.19p1), 24 h after induction of full-length CIZ1^5^ (Supplementary data 4, sheet 2). **d** Relationship between CIZ1-dependent transcription units in primary cells (*q* < 0.05, cuffdiff) and all 189 oncogenic signatures (GSEA MSigDB^22^), showing overlap (% of genes that are affected by the loss of CIZ1) against significance. Grey dots indicate oncogenic signatures not related to PRC 1 or 2. Red, sets that are up-regulated when a PRC subunit is down-regulated, or vice versa. Yellow, sets that are upregulated when a PRC subunit is upregulated or vice versa. **e** Heat map showing fold-change in 266 CIZ1-dependent transcription units (*q* < 0.05, cuffdiff) in primary cells (left, same as Fig. 1c), compared to fold-change in the same genes in culture-adapted derivatives, upon loss of CIZ1 (right). Supplementary data 4, sheet 3. **f** Heat map showing the 35 transcription units that are CIZ1-dependent in adapted cells (*q* < 0.05, cuffdiff) (left), and fold change in these transcription units in primary cells (right). Supplementary data 5. **g** Venn diagram showing overlap between transcription units that are differentially expressed upon loss of CIZ1 in primary and derived lines. Highlighted in Supplementary data 5. All *q* values (false detection rate corrected *P* values) for overlap with GSEA MSigDB were calculated using one-sided Fisher’s Exact tests with Benjamini–Hochberg false discovery rate correction. Heat maps are organised by fold-change from up (red) to down (blue)

More informative is the effect of deletion of CIZ1 in primary cells. We showed previously that, despite enrichment at Xi, the loss of CIZ1 does not result in widespread reactivation of the inactive X-chromosome with only 28 X-linked genes significantly upregulated^5^. Here, we show that the majority of the 65,530 transcription units that align to the rest of mouse genome assembly GRCm38 are also unaffected (Supplementary data 3, Fig. 2). However, a sub-set of 266 transcription units (0.4%, *q* < 0.05 (cuffdiff)) consistently escape normal regulation in PEFs (Supplementary data 4, Fig. 2), with a similar proportion up- and down-regulated. 

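Ciz1 (chromosome 2, 32308344 to 32381938 in GRCm38) was at 19.1, 25.0 and 21.4 FPKM in primary WT E14.4, E13.1 and E13.8, and at 0.279, 0.251 and 0.171 in primary CIZ1 null E14.2, E13.15 and E13.17, a log2 change of -4.20 (standard error 0.149, adjusted p = 3.936e-04 from limma with Benjamini-Hochberg adjustment). It was between 18.7 and 24.1 FPKM in adapted WT lines and between 0.0546 and 0.724 in adapted CIZ1 null lines. In the untreated sample S13 it was 0.515, and in the doxycycline-treated samples S14 and S15 it was 296 and 191. Of the 19566 units compared between primary WT and CIZ1 null cells, Ciz1 was the only one called, and 1225 had an unadjusted p under 0.05. Between 1 and 3 units were called with other pseudocounts, filters, scaling or sets of CIZ1 null samples, and between 1 and 5 when each population was left out, the 5 without primary WT E14.4. Leaving out the other populations gave 2 units without E13.8, 3 without E14.2, 2 without E13.15 and 3 without E13.17. In simulated data for this comparison, 60 of 200 units changed by 1 log2 unit were recovered and 163 of 200 changed by 2, so a change of this size was not always detectable with 3 populations against 3.

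**Figure D2:**
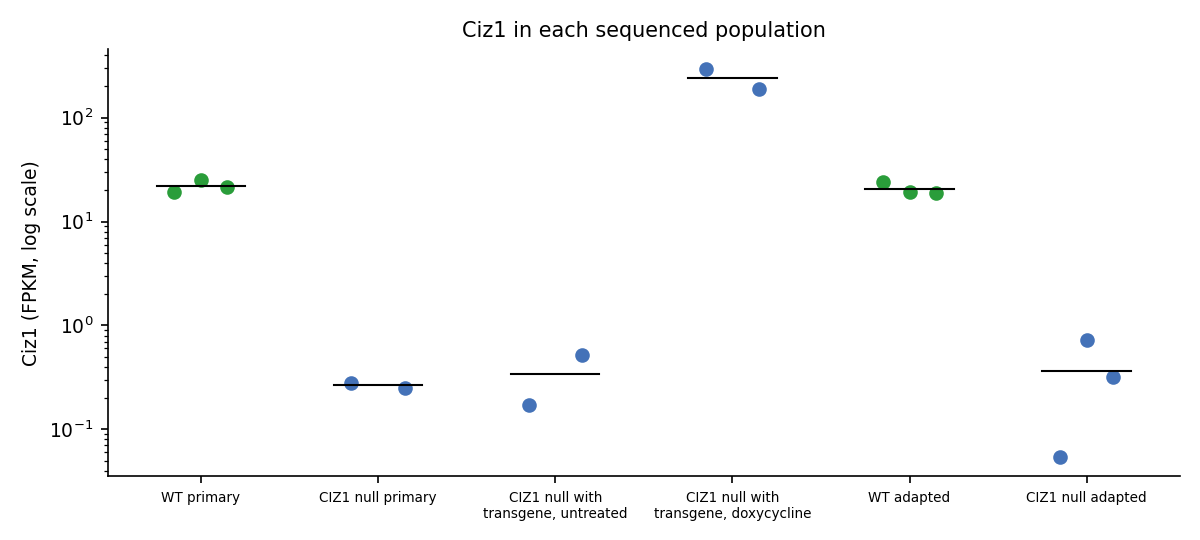
FPKM of Ciz1 (vertical axis, log scale) in each of the 15 sequenced populations, with 1 point per population and a line at the mean of each group. WT cells (green) lie between 18.7 and 25.0, CIZ1 null cells without doxycycline (blue) between 0.0546 and 0.724, and the doxycycline-treated CIZ1 null samples at 191 and 296; E13.17 is shown with S13 in the untreated transgenic group.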

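In the authors' deposited table, 266 units (0.406% of 65499) have a q under 0.05 for loss of CIZ1 in primary cells, 122 of them higher and 144 lower in CIZ1 null. Of these, 244 passed the filter on FPKM here, 243 changed with the same sign, 151 (61.9%) had an unadjusted p under 0.05 in limma, and 1 had an adjusted p under 0.05. The values of the 3 CIZ1 null populations did not overlap those of the 3 WT populations for 146 of the 266 listed units (54.9%), compared with 11.9% of all units tested and 10% by chance. The list was selected for a difference in these same populations, which favours both this separation and the shared sign. Neither is separate support for the list. Within the list, the populations did not contribute equally. For the 144 units lower in CIZ1 null, E14.4 was the highest of the 6 populations for 78 (54.2%) and E13.17 the lowest for 99 (68.8%). For the 122 higher in CIZ1 null, E13.17 was the highest for 59 (48.4%). This was not particular to the list: of the 535 tested units lower in CIZ1 null at an unadjusted p under 0.05, E14.4 was highest for 44.5% and E13.17 lowest for 65.2%, and of the 690 higher in CIZ1 null E13.17 was highest for 50.3%.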

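Induction of GFP-CIZ1 was followed in 2 doxycycline-treated samples (S14 and S15) and 2 untreated samples with the same transgene (E13.17 and S13). No test between these populations was made. Of the 266 transcription units that the authors' deposited table lists for loss of CIZ1 in primary cells, 259 could be given a direction, and 197 of these (76.1%, 95% Wilson interval 70.5 to 80.9) changed with doxycycline in the direction opposite to their change on loss of CIZ1. This was 97 of 120 units that were higher in CIZ1 null, with a median log2 change of -0.54, and 100 of 139 that were lower, with a median log2 change of 0.25. Among all 19472 units, 61.9% moved in the direction opposite to their change on loss of CIZ1. The untreated E13.17 sample enters both comparisons, so values above 50% arise in this comparison without any effect. In 20 simulated data sets with no effect of CIZ1 or doxycycline, the 266 units with the lowest p from limma stood for the listed units. Their share had a mean of 68.3% and lay between 63.9% and 74.8%. The authors' list was selected by another test, so simulated ranges are only approximate for it. For all units the simulated share had a mean of 57.1% and lay between 56.6% and 57.8%. With S13 alone as the baseline, so that no sample enters both comparisons, 195 of 255 listed units (76.5%) moved in the opposite direction, where simulated data gave 42.5% to 54.5%, and without E13.17 in either comparison it was 197 of 255 (77.3%). The shared sample alone therefore does not account for the share. With S13 as the baseline, culture state can enter instead. From 0 for primary to 100 for adapted WT cells, S13 lay at 48.11, S14 at 1.4 and S15 at 51.29. Simulated data had no such difference, so these shares do not single out doxycycline. Against the 2 primary CIZ1 null samples without the transgene, which also enter both comparisons, the share was 109 of 261 (41.8%), where simulated data gave 81.6% to 90.2%. That baseline was chosen after the data were seen. The share therefore depended on the untreated samples used. Simulated samples vary independently of each other, which samples of 1 line or culture state need not do. Of the 6 ways to take 2 of the 4 samples as treated, the real one gave the highest share, followed by 74.1% with E13.17 and S14 (simulated data 23.7% to 36.8%, since the shared sample then counts as treated) and 69.9% with S13 and S14 (65.0% to 73.7%). It was 25.9% with S13 and S15 (62.4% to 74.1%). Shares outside the simulated range therefore also arose for assignments other than the real one. E13.17 with S14 and S13 with S15 are the same division in reverse. On a scale from 0 for primary to 100 for adapted WT cells, E13.17 and S14 lay at 4.70 and 1.4. S13 and S15 lay at 48.11 and 51.29. That division may follow culture state and need not be a chance arrangement. Treated and untreated samples were not paired by line here. The treated samples were not alike, and the share was 51.6% without S14, 85.6% without S15 and 65.4% without S13. Without S13 the baseline is E13.17 alone, which also enters the comparison for loss of CIZ1. No range was simulated for these settings, so 65.4% cannot be read as a reversal beyond the shared sample. The listed units lay on all 19 autosomes and the X chromosome, with 8 to 21 on each. The X chromosome held 9, of which 6 were higher and 3 lower in CIZ1 null. Compared with all units tested, none of 21 chromosomes held more or fewer listed units after adjustment, and none had an unadjusted p under 0.05 (the lowest was 0.0555, for chromosome 10, Fisher's exact test, two-sided, adjusted p = 0.719 after Benjamini-Hochberg adjustment).

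**Figure D3:**
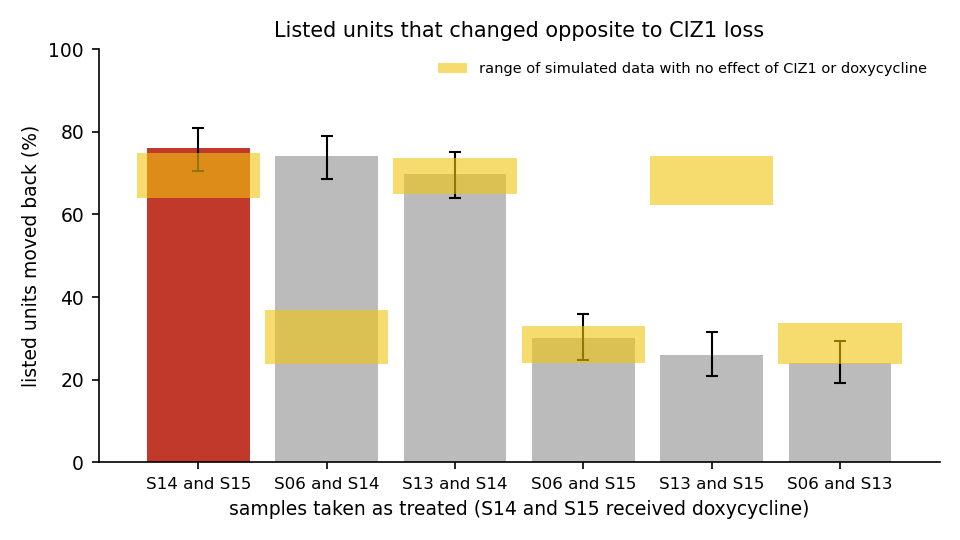
Share of the 259 listed units that changed in the direction opposite to loss of CIZ1 (vertical axis, percent), for each way of taking 2 of the 4 samples with the transgene as treated (horizontal axis; S06 is the untreated E13.17 sample). Bars show 95% Wilson intervals over units, the real assignment is in red at 76.1%, and yellow bands show the range of simulated data without any effect for each assignment, 63.9% to 74.8% for the real one. The bands are for simulated units with the lowest p from limma, not for the authors' list.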

Importantly, re-expression of full-length CIZ1 from an inducible integrated vector^5^ reverses this change back towards WT levels in 75% of affected genes within 24 h (Fig. 3b, c, Supplementary data 4) Thus, the expression of a distinct subset of genes is under the regulation of CIZ1 in primary fibroblasts, and these are distributed across all chromosomes, including the X. This is consistent with the interpretation that polycomb-mediated regulation is the primary pathway governing the expression of a subset of X-linked genes, and that for the majority inactivity is maintained by other levels of regulation.

GSEA with these CIZ1-dependent transcription units also revealed highly significant overlap with genes regulated by PRC1 and PRC2 (Fig. 3a, Supplementary data 2, tab 1), though unlike culture-adapted cells there was little change in PRC subunit transcript levels (Supplementary Fig. 2), and also no gross change in the overall immuno-staining pattern for SUZ12, RING1B or BMI1 in primary cells (Supplementary Fig. 2). 

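In primary cells, none of the 16 PRC subunits was called for loss of CIZ1, with adjustment over all units or over the list alone, and 2 had an unadjusted p under 0.05. The log2 changes lay between -0.31 and 0.86. Ring1, which encodes RING1A (chromosome 17, 34019433 to 34024680), rose from 11.6 ± 4.01 FPKM (SD, n = 3) in WT to 21.1 ± 2.31 in CIZ1 null, with no overlap between populations and a log2 change of 0.86 (standard error 0.226, adjusted p = 0.680 from limma with Benjamini-Hochberg adjustment, 0.111 adjusted over the list alone). It was not called over all units in any alternative or when any population was left out. Over the list alone, it passed with limma array weights and without primary WT E14.4. Gene set enrichment and immuno-staining were not analysed here.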

Oncogenic Signature sets that are up-regulated upon the loss of PRC subunits, or down-regulated upon the gain of PRC subunits, show a strong correlation (Fig. 3d), while polycomb-linked Curated Gene sets also support a functional interaction, evidenced by highly significant relationships with those affected by manipulation of EZH2 (M4196^23^, *q* < 3.99E−17, where *q* is one-sided Fisher’s Exact test with Benjamini–Hochberg false discovery rate (FDR) correction,) or SUZ12 (M2293^24^, *q* < 4.53E−22) among others (Fig. 3a, Supplementary data 2 and Supplementary Tables 1 and 2).

Notably, a similar analysis of the effect of the loss of CIZ1 in culture-adapted populations returned only 35 CIZ1-dependent genes (*q* < 0.05, cuffdiff) and only 12 of these were among those identified in primary cells (Fig. 3e–g, Supplementary data 5). This is because many of those genes whose expression is normally dependent on CIZ1 are affected by culture adaptation of the WT state (39% *q* < 0.05, 56% *P* < 0.05). 

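Between the 3 adapted WT and the 3 adapted CIZ1 null lines, 19976 transcription units were compared. Ciz1 was the only unit called (log2 change -4.01, standard error 0.264, adjusted p = 0.0448 from limma with Benjamini-Hochberg adjustment), and 804 units had an unadjusted p under 0.05. Even this call was not stable. It was lost with a pseudocount of 0.1, without the filter on FPKM, with a mean FPKM of at least 5 and after quantile normalization (adjusted p 0.0618 to 0.258), and when adapted WT E13.1, E13.8 or E14.4, or adapted CIZ1 null E13.15 or E14.2, was left out. Without adapted CIZ1 null E13.17, 4 units were called, and with all 4 groups in a single fit 10 were. As in primary cells, Ciz1 was therefore the only unit called in both states. In the simulated comparison of adapted lines, 0 of 200 units were recovered at a log2 change of 1, although 63.5% had an unadjusted p under 0.05, and 98 were recovered at 2. In the authors' deposited table, 35 units have a q under 0.05 in adapted cells and 12 of these also do in primary cells, 11 of them in the same direction. Adapted WT and adapted CIZ1 null values did not overlap for 16 of the 35 units (45.7%), against 8.28% of all units tested. The 35 were selected on the same lines, which favours such separation. In 20 of the 35 a single line held over 50% of the summed FPKM of the 6 lines. Among units named in Fig. 3f, adapted E13.17 held 95.9% of the sum for Mmp13, adapted E13.8 held 95.2% for Il1rn and adapted E13.15 held 92.3% for H19. Across 18311 units, the changes on loss of CIZ1 in primary and in adapted cells had a Pearson correlation of 0.139 and the same sign in 52.3%. The difference between these effects was tested as an interaction between genotype and culture over 20046 units. It called 0 units, with 928 at an unadjusted p under 0.05 and a lowest adjusted p of 0.278. Without adapted CIZ1 null E13.15 it called 234 and without adapted E13.17 it called 7.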

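Of the 266 listed units for loss of CIZ1 in primary cells, 232 were tested on culture adaptation of WT cells. There, 54 (23.3%, 95% Wilson interval 18.3 to 29.1) were called by limma and 108 (46.6%, interval 40.2 to 53.0) had an unadjusted p under 0.05, compared with 9.55% and 30.6% of all units tested. In 10000 random lists matched on mean expression, the shares averaged 10.9% and 33.0%, and none reached the observed values. The primary WT populations enter both comparisons, which raises these shares. In 20 simulated data sets without any effect, the 266 units with the lowest p for loss of CIZ1 stood for the listed units, which were selected by another test. Of these simulated units, 22.3% had an unadjusted p under 0.05 for adaptation and 0.282% were called. Given the measured changes on adaptation, which include noise and so over-estimate it, but no effect of CIZ1, these were 51.2% (between 46.6% and 56.8%) and 38.9%. Shares fell most without a primary WT population, and the called share was 3.02% without E14.4, 4.39% without E13.1 and 4.78% without E13.8, and it was 37.1% without adapted E14.4. With the embryo as a block it was 12.5%. In the authors' deposited table, 103 of the 266 units (38.7%) have a q under 0.05 and 148 (55.6%) a P under 0.05 for adaptation of WT cells. Of the 232 units, 157 (67.7%, interval 61.4 to 73.4) changed on WT adaptation in the same direction as on loss of CIZ1. Simulated data gave 72.6% (68.8% to 77.1%) with no effect at all and 60.4% (55.6% to 66.9%) with the measured adaptation. From the small number of CIZ1-dependent genes in adapted cells, and the change on adaptation of WT cells of many genes that depend on CIZ1 in primary cells, the paper reasons that adaptation involves corruption of the process in which CIZ1 acts.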

Again this argues that adaption to culture involves corruption of the process in which CIZ1 normally functions.

### Deletion of CIZ1 mimics the effect of culture adaptation

Because CIZ1 is highly enriched at Xi and undergoes specific interactions during Xi replication, we tested whether CIZ1 is required for Xi internalization in triplicate independent primary CIZ1 null populations. The data show that, unlike WT cells, Xi fails to change the preferred location within the test window, remaining primarily associated with the nuclear periphery in both the pulse and chase (Fig. 4a). It remains possible that a change in the *rate* of Xi movement, rather than complete loss of relocation, could account for the output in this assay. However, the data clearly show that CIZ1 plays a role in determining Xi location across the time window (and by implication the residency time at the nucleolus) thereby linking altered relocation with compromised polycomb function. Consistent with this, both PRC2-mediated H3K27me3^5^ and PRC1-mediated H2AK119ub1 are absent from Xi in primary CIZ1 null cells (Fig. 4b).

**Fig. 4:**
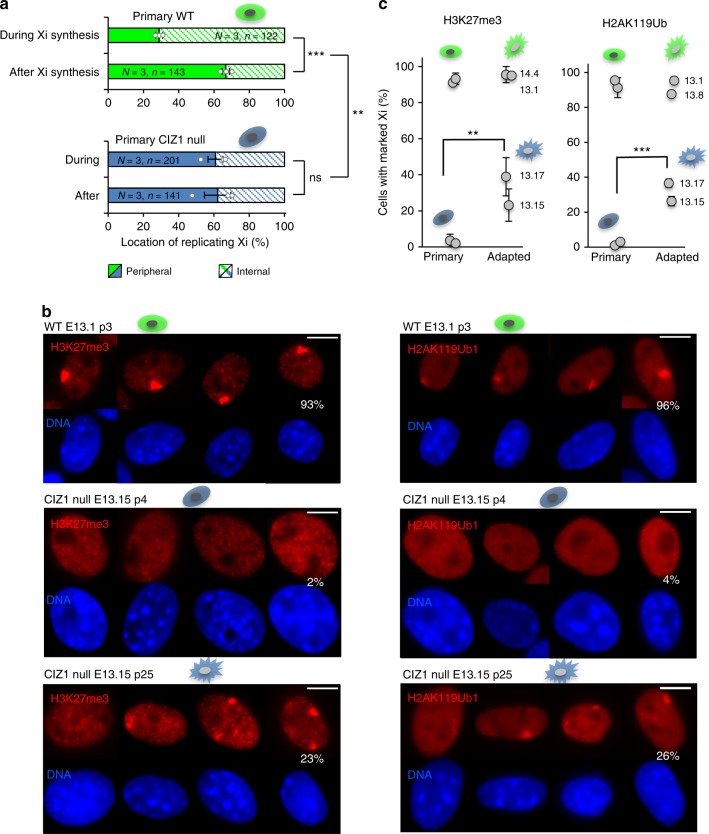
CIZ1 is required for PRC-mediated chromatin modification in primary cells. **a** Binary classification of Xi location (peripheral or internal) at the time of incorporation of EdU (pulse) or after (chase), analysed by *t*-test. Graph shows mean data ± SEM for three WT primary embryonic fibroblasts (green, 13.1, 13.8, 14.4 passage 2–3) and three CIZ1 null primary embryonic fibroblasts (blue, 13.15, 13.17, 14.2, passage 2–3). EdU-Xi in WT cells shifts preferred location during the chase period, but this remains unchanged in CIZ1 null cells, compared by ANOVA. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001. *N* = independent cell lines, *n* = nuclei scored. Individual data points contributing to the mean are overlaid. **b** Representative immuno-stain of PRC1-mediated H2AK119Ub1 and PRC2-mediated H3K27me3 in primary WT cells (13.1, p3), absence of these marks in primary CIZ1 null cells (13.15, p4), and re-emergence in culture-adapted CIZ1 null MEFs (13.15, p25). Percentage of cells with marked Xis is shown. Scale bar is 10 microns. **c** Graphs show the proportion of primary and culture-adapted cells with H3K27me3-marked Xis (left) and H2AK119Ub-marked Xis (right), in CIZ1 null (blue) and WT (green) genotypes, ±SEM from triplicate analyses for each line. Significant changes upon culture adaptation are indicated, and compared by *t*-test

These data are consistent with the hypothesis that *accurate* receipt of polycomb-mediated chromatin marks is linked with the delivery of template into sub-nuclear compartments enriched in spatially restricted modifying enzymes^25^. In fact, EZH2, SUZ12 and Snf2h (part of the ACF1-ISWI chromatin remodelling complex involved in heterochromatin replication) have all been reported to be enriched at peri-nucleolar locations^25–27^. In our analysis, peri-nucleolar enrichment of EZH2 was also detected, but varied greatly with both cell type and the EZH2 antibody used (see later).

### Promiscuous polycomb activity in cell lines

Strikingly, enriched H3K27me3 and H2AK119ub1 re-emerges at Xi upon prolonged culture of CIZ1 null cells (Fig. 4b, c), sometimes describing a more dispersed Xi territory than in WT cells. This suggests that the deficit caused by the loss of CIZ1 is overridden during prolonged culture, and raises the possibility that similar compensation might also be taking place in WT cells (in which chromatin relocation is compromised for reasons unrelated to CIZ1). It could in fact underpin the relaxed control over polycomb target gene regulation illustrated in Fig. 3a, d, necessitating a direct comparison between the different cell states.

### CIZ1 deletion or culture adaptation drives a shift in EZH2

Protein level analysis of the PRC2 catalytic subunit EZH2 resolved two main isoforms in primary cells, though relative levels vary between WT and CIZ1 null cells (Fig. 5a, b, Supplementary Fig. 3). The upper form (designated EZH2p for primary) that is dominant in WT cells gives way to a lower form as cells are adapted to growth in culture, and this is increasingly up-regulated with passage (Fig. 5a, c). EZH2 transcript assemblies also identified differences in prevalence (Supplementary data 6, Supplementary Fig. 3). The most abundant assembly in adapted cells corresponds to UniProt Q61188 (equivalent to human Q15910-1, designated EZH2α^28^), however this is vastly under-represented in primary cells and replaced by a form with additional 5ʹ sequence. No canonical translational start codon is evident in the additional sequence which is currently annotated as 5ʹ UTR. The relationship between EZH2p and the apparent 5ʹ UTR sequence that is prevalent in the same cells (Supplementary Fig. 3, Supplementary data 6) is not clear at this time. Electrophoretic mobility suggests that the lower protein isoform is equivalent to canonical EZH2α, so in primary fibroblasts EZH2 protein appears to include additional domains that are not part of the EZH2 that is expressed by cell lines. A similar analysis of transcript assemblies for the other subunits of both PRC1 and PRC2 identified additional changes linked with either deletion of CIZ1 or culture adaptation (Supplementary Fig. 4).

**Fig. 5:**
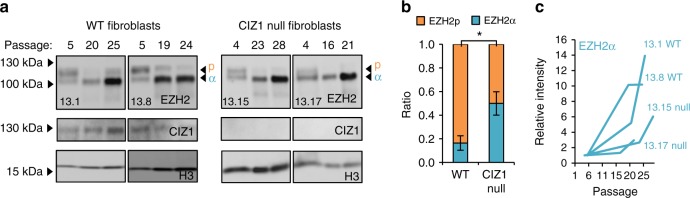
Loss of CIZ1 drives changes in EZH2 isoform. **a** Western blot showing PRC2 catalytic subunit EZH2 (antibody D2C9) in representative primary embryonic fibroblasts and derived culture-adapted populations, of WT and CIZ1 null genotypes, showing two prominent isoforms in early passage cells, designated p and α. Relative affinity for these isoforms varies between commercially available anti-EZH2 antibodies (Supplementary Fig. 3). **b** Quantification of isoforms p and α in early passage WT and CIZ1 null cells, showing mean ratio for three independent populations of each type (WT; 13.1, 13.8, 14.4, CIZ1 null; 13.15, 13.17, 14.2), ±SEM, significant changes are indicated (*t*-test). **c** Quantification of EZH2α in primary cells and derived populations for the cell lysates shown in **a**, after normalization to histone (H3) and calibration to the early passage population for each line. All four, irrespective of genotype, show increasing EZH2α with passage

The relative solubility of EZH2 in primary and culture-adapted cells point to function-related differences. Both EZH2p and EZH2α are fully resistant to salt extraction (500 mM) in primary cells, while half of the EZH2α in culture-adapted cells is solubilized under the same conditions (Fig. 6a, b), possibly reflecting elevated levels and saturation of binding sites. Similar results were obtained by quantitative immunofluorescence in independent WT primary cells and derived cell lines (Fig. 6c, lower graph). Thus EZH2 shifts isoform, is dramatically elevated and considerably more soluble in cell lines.

**Fig. 6:**
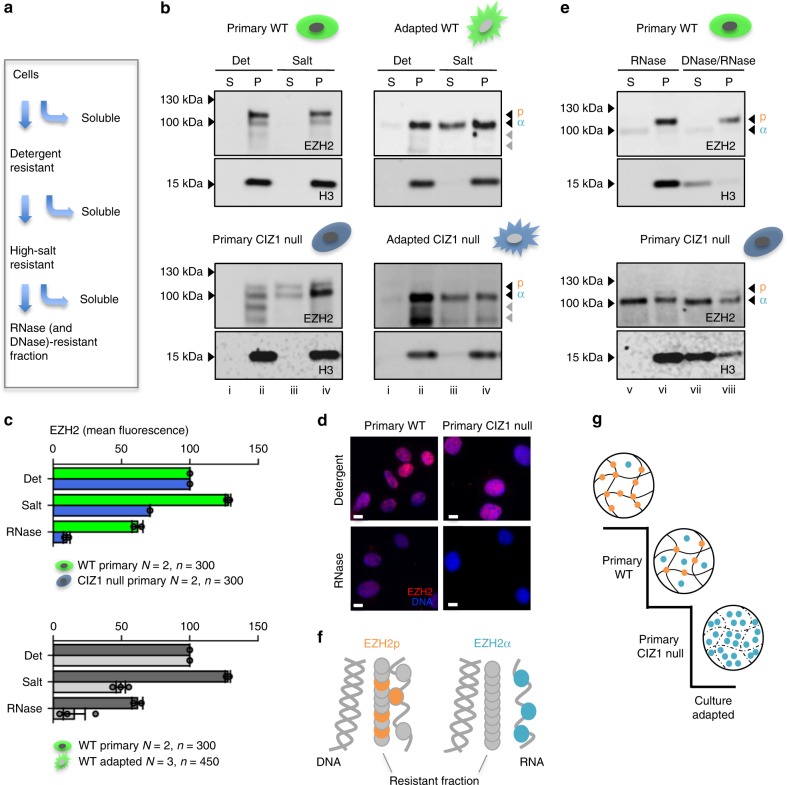
Loss of CIZ1 drives changes in EZH2 binding. **a** Schematic showing sequential extraction with detergent-containing buffer (0.1% Triton X100), high-salt buffer (500 mM NaCl), and nucleases (RNase and/or DNase1), detailed in Methods. **b** Representative western blots showing partitioning of EZH2p and EZH2α (antibody D2C9) into soluble (S) and pellet (P) fractions, after incubation with detergent (Det) or with detergent plus 500 mM NaCl (Salt). All fractions within an extraction series are cell-equivalents. Results are shown for primary WT (13.8 p3) and CIZ1 null cells (13.17 p5) and culture-adapted derived populations (p28–29) of each genotype. Fraction numbers i–iv relate to the full serial extraction protocol in Methods. **c** Quantification of EZH2 immuno-stain in two primary cell populations of WT (13.1, 13.8) and CIZ1 null (13.17, 14.2) genotypes after the indicated extraction steps. Histogram shows mean fluorescence intensity normalized to detergent-treated samples, ±SEM, where *n* > 50 for each genotype and condition, and *N* = 2. Below, the same analysis comparing two WT primary cells and three WT culture-adapted cells (13.1, 14.4, 3T3 cells). Individual data points contributing to the mean are overlaid. **d** Images show EZH2 (red, D2C9) after detergent-extraction and after RNase-extraction. DNA is blue, scale bar is 10 microns. **e** The salt-resistant pellet fraction (iv in **e**) from primary cells, was further partitioned by digestion to solubilize RNA, or both RNA and DNA as indicated, revealing complete nuclease-resistance of EZH2p in WT cells, despite efficient release of histone 3 (H3) into the soluble fraction. In contrast, in CIZ1 null cells (expressing EZH2α) more than half is sensitive to solubilisation with RNase. Fraction numbers v–viii relate to the full serial extraction protocol in Methods. **f** Illustration of the differing modes of attachment of EZH2α (released along with RNA), and EZH2p (immobilized by attachment to RNase and DNase-resistant assemblies). **g** Model illustrating two drivers of the shift away from immobilized EZH2p (primary WT cells) towards the expression of high levels of non-immobilized EZH2α (culture-adapted cells). CIZ1 null primary cells represent an intermediate state

Focusing on the primary cell state, we applied further extraction steps (Fig. 6a, e) to reveal proteins that are solubilised along with fragmentation and elution of chromatin, those that are part of assemblies that are dependent on nuclear RNA, and those that resist all extraction. This highlights differences in EZH2 that are driven by the loss of CIZ1. Unlike previous analyses of EZH2 in embryonic stem cells^29^, the prevalent form in WT cells (EZH2p) does not depend on either RNA or DNA for retention in the nucleus. However, the prevalent form in CIZ1 null cells (EZH2α) is largely released by the removal of RNA (Fig. 6e, f). Consistent results were achieved by immuno-microscopy in two independent primary lines each for WT and CIZ1 null genotypes confirming distinct differences in extraction profile (Fig. 6c upper graph, d), and is in line with analyses of recombinant PRC2 which report promiscuous RNA-binding capability^30^. Thus, EZH2α lacks the ability to become anchored within the nucleus to non-chromatin, non-RNA protein assemblies (Fig. 6g).

Most of the analysis in this study was carried out using EZH2 antibody CSTD2C9 which recognises both EZH2p and EZH2α in western blots (Fig. 5a), and gives relatively evenly distributed nuclear foci by immunofluorescence in either primary or adapted cells before extraction (Fig. 6d, Supplementary Fig. 3). In contrast, EZH2 antibody STJ112944 has higher affinity for EZH2p than EZH2a in western blots (Supplementary Fig. 3) and reveals a distinctly different pattern in primary cells but not adapted cells (Supplementary Fig. 3). Comparison to the nucleolar marker fibrillarin identified this as peri-nucleolar enrichment (Fig. 7a), and is consistent with the idea that EZH2p represents a functionally distinct and spatially restricted form of EZH2 in primary cells.

**Fig. 7:**
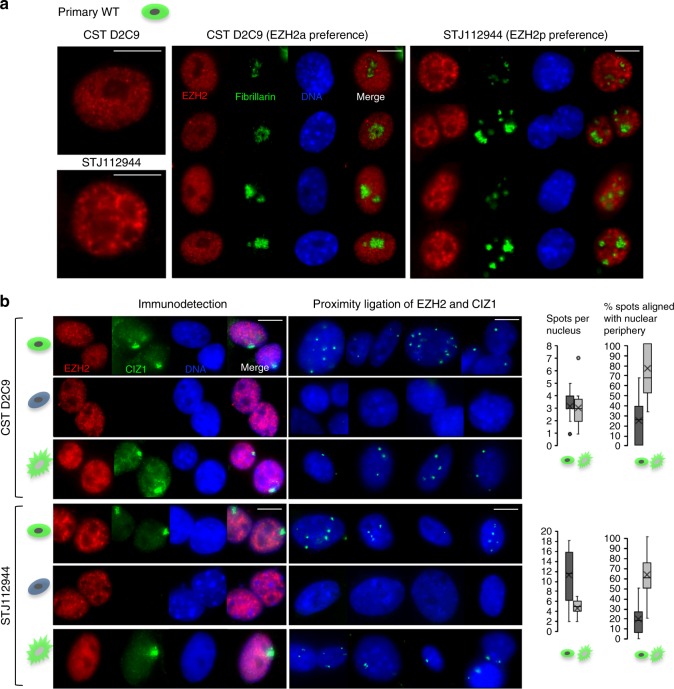
Differential isoform detection with EZH2 antibodies. **a** Immuno-detection of EZH2 with two different EZH2 antibodies (CSTD2C9 and STJ112944), and of the nucleolar protein fibrillarin in primary mouse embryonic fibroblasts (14.4 p3) showing distinct EZH2 staining patterns, and peri-nucleolar enrichment with STJ112944. Scale bar is 10 microns. **b** Immuno-detection (left) and proximity ligation (middle) of two different EZH2 antibodies (CSTD2C9 and STJ112944) with CIZ1 (hC221) in primary WT (14.4 p3), primary CIZ1 null (13.15 p2) and culture adapted WT (13.8 p23) embryonic fibroblasts. For EZH2 image intensity is differentially adjusted to reveal pattern rather than relative signal intensity. Scale bar is 10 microns. Right, quantification of proximity ligation assay showing the number of spots per nucleus (*n* = 20) and the percentage of spots aligned with the nuclear periphery for the primary and culture adapted WT cells, for both EZH2 antibodies. X represents the mean, the mid-line shows the median, the top and bottom line of the box the 3rd and 1st quartiles, and the whiskers the minimum and maximum values, excluding outliers (points, greater than 1.5 times the interquartile range)

Both EZH2 antibodies were also applied in proximity ligation studies with CIZ1, to reveal locations in the nucleus where the two proteins are in close proximity (Fig. 7b). We did not see a large signal comparable to the enrichment of CIZ1 at Xi with either antibody, in any cell type, or at any stage in the cell cycle, which would be consistent with a stochastic interaction between EZH2 and Xi chromatin. However in WT cells, but not CIZ1 null cells, both EZH2 antibodies return a signal at discrete locations in the nucleus, indicating proximity to within 40 nm of each other at those sites. In line with the western blot data in Fig. 5a, for EZH2p (antibody STJ112944), the number of colocalizing sites is reduced in adapted WT cells compared to primary WT cells. Moreover, consistent with the observation that CIZ1-Xi is compromised in its ability to internalize in adapted cells, fewer of these colocalizing sites are located internally in culture adapted cells compared to primary cells.

## Discussion

The data identify two drivers for the shift from EZH2p to EZH2α; the loss of CIZ1 in primary cells and culture-adaptation in both genotypes (Fig. 6g). Both drivers also result in the loss of observed S-phase location change and relaxed PRC-mediated control of gene expression (summary model, Fig. 8). We propose here that these parameters are linked, and suggest that soluble EZH2 that is released from spatial constraint may be a compensatory response to the loss of chromatin relocation capacity, enabling reinstatement of essential regulatory events, including the observed reinstatement of H3K27me3 at Xi in CIZ1 null cells. By analogy with our previous analysis of the solubility transition of cyclin E in human, mouse and Xenopus differentiation models^31^, we further suggest that unconstrained enzyme may represent reversion, during culture, to a less differentiated state.

**Fig. 8:**
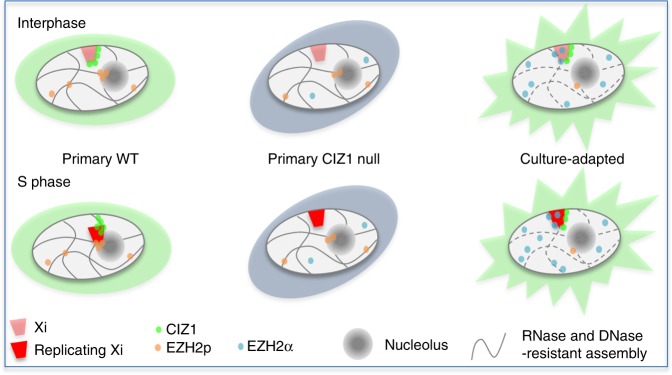
Summary model. Summary model depicting two alternative pathways by which chromatin and modifying enzymes could meet. Left, anchored and spatially restricted EZH2p (orange) in WT primary cells, and CIZ1-dependent relocation of Xi during replication of Xi. Centre, compromised relocation of Xi in CIZ1 null PEFs and loss of marks from Xi. Right, elevated wild EZH2α (blue) in culture-adapted cells is depicted diffusing to sites of action. We propose that this compensates for the loss of Xi relocation capability but could lower the stringency with which epigenetic state is maintained in cycling somatic cells

Notably, in addition to a shift in solubility, culture-adapted cells also experience the elevation of EZH2 protein. Promiscuous activity and gain-of-function mutations in EZH2 are documented in a wide range of human cancers prompting interest in its potential as a therapeutic target^32^. The data presented here illustrate distinctions between EZH2 in normal cells in the body compared to EZH2 in transformed cells in culture, in terms of isoform, protein levels and solubility, which could inform design of selective interventions and should be considered in relation to the variable therapeutic response to inhibitors of EZH2^32^. Moreover, changes in polycomb function as a consequence of CIZ1 disruption, highlights a pathway by which the varied CIZ1-related diseases may arise. The switch in isoform expression, emergence of unconstrained wild enzyme and relaxed control over target selection that we show here, are consistent with the idea that compromised chromatin relocation may be a driver of epigenetic drift.

Moreover, the data strongly reinforce the message that culture-adapted fibroblast cell models do not fully represent the functional state of cells in the body, thereby restricting the application of somatic cell genetic modification strategies that include selection to derive clonal lines.

Long-range directional movement of chromatin has been studied in detail using tagged loci and live imaging approaches in CHO cells^33^ or transformed human cell lines^34^. The latter identified distinct nuclear substructures (nucleolus and nuclear periphery) that locally constrained the movement of a subset of loci but did not report evidence for transient relocation between those sites, while the former measured inducible unidirectional migration of an engineered locus from the periphery to the nuclear interior. This study, and others that focus on chromosome territory relocation during DNA repair^35^ or entry to quiescence^36^ in early passage human fibroblasts, have begun to implicate the chromatin-bound motor protein nuclear myosin 1 (NM1)^37^, though little mechanistic detail has yet been uncovered.

The data presented here implicate CIZ1 in a mechanism underpinning Xi relocation in S phase, however a number of observations argue that this function extends beyond Xi to other loci. These are the presence of focal-CIZ1 in both male and female nuclei^5^, similar expression profiles in both male and female differentiating ES cells^6^, and the genome-wide effect of deletion of CIZ1 on polycomb-regulated gene expression. It should be noted that the present analysis does not directly address whether polycomb-regulated genes elsewhere in the genome visit the nucleolus. However, the behaviour of Xi, which can be readily monitored via locally high concentrations of CIZ1, appears to be a valuable and tractable native context in which to unpick the requirements of long-range chromatin relocation events.

Crucially, capacity to relocate Xi was compromised in all of the cell lines we studied, precluding full mechanistic analysis of the role of CIZ1 in cell lines. However, because cell-cycle-dependent recruitment of Xi-CIZ1 to RNA-independent assemblies is retained in these cells, we can infer that any role that this interaction plays in Xi relocation is not sufficient on its own, and that the relocation process is likely compromised at another level. To understand the mechanism by which relocation is normally achieved we now need to (i) define the transient S-phase specific interaction between CIZ1 and the NM (chromatin and RNA-independent assemblies), and (ii) in cells that are competent to support an S phase shift in location of Xi, ask what role this plays in the maintenance of epigenetic landscape in daughter cells. An important caveat is that we cannot yet be certain that the impact on Xi location in CIZ1 null cells is direct or indirect, but the above approaches will help to establish the relationship.

A pivotal role for LNCRNAs in long-range movement of chromatin is suggested by disruption of *Xist*^25^ and *Firre*^38^ (which also results in the loss of H3K27me3 from Xi), and by studies unrelated to Xi, which implicate Kcnq1ot1 in perinucleolar targeting of an episomal vector during mid-S phase^39,40^. Again this was shown to contribute to silencing of linked genes by EZH2^41^. Thus, locus-specific relocation as a means of maintaining epigenetic state is an emerging function of LNCRNAs and is supported by independent studies. CIZ1 interacts with *Xist* via its repeat E and is dependent on repeat E for accumulation at Xi^5,6^, apparently through most of the cell cycle. The S-phase switch in CIZ1 interaction profile leads us to consider whether a primary function of CIZ1 may be to transiently link *Xist*-coated Xi chromatin to machinery that supports Xi transit in S phase, thereby coupling replication to relocation. Such an S-phase-specific function for CIZ1 is consistent with previous analyses which have identified direct and sequential interactions with cyclin E and cyclin A^42^, and regulatory phosphorylation sites which impact on CIZ1s function in DNA replication^43^, though at present are difficult to reconcile with data which suggest a link with pre-IC conversion^43^.

While the role of CIZ1 in determining Xi location in primary cells is beginning to emerge, the drivers that lead to the loss of S-phase location change in WT cells in long-term culture and the molecules affected, remain opaque. It could reflect changes in *Xist*^25^ or *Firre*^38^, or other chromatin-associated RNAs^44^, or a corrupted NM, or other factor such as NM1. However, all we can safely conclude at this stage is that corruption of the process in which CIZ1 normally functions is a recurrent feature of culture-adapted cells.

In summary, our data are consistent with the model that the selection of EZH2 target chromatin may be achieved by divergent pathways with differing fidelity. (i) A CIZ1-dependent, replication-linked pathway operating in normal WT somatic cells that supports timely and controlled meeting of spatially restricted enzyme and template via transient relocation of chromatin, and (ii) a CIZ1-independent pathway that is not dependent on chromatin relocation. Based on profiling the expression, location and binding characteristics of EZH2, we further hypothesize that release and up-regulation of EZH2 methyltransferase could compensate for the loss of relocation capability, enabling chromatin maintenance (at the expense of fidelity) in rapidly cycling cells. While the evidence for this last point is currently circumstantial, based on the data presented here, we are able to safely conclude that CIZ1 is part of a mechanism that contributes to accurate maintenance of epigenetic landscape in primary cells, and suggest that this pathway more closely reflects the status of normal differentiated cells in the body.

## Methods

### Cell isolation, culture and derivation of lines

CIZ1 null mice were generated from C57BL/6 ES clone IST13830B6 (TIGM) harbouring a neomycin resistance gene trap inserted downstream of exon 1. The absence of *Ciz1/*CIZ1 in homozygous progeny was confirmed by qPCR, immunofluorescence and immunoblot^5^. Mouse PEFs were derived from individual embryos at days 13–14 of gestation. All primary and culture adapted MEFs were cultured in DMEM GlutaMAX (Gibco) supplemented with 10% FBS (PAA) and 1% Pen/Strep/Glutamine (Gibco). During rapid proliferation phase, cells were grown to 90% confluence then passaged 1:3 every 2–3 days. Populations of cells cultured up to passage (p) 5 were considered early passage (specified in text), and designated here as primary cells. Experiments were not performed after passage 5, unless to generate culture adapted lines (Supplementary Table 3). To achieve this, beyond passage 5, cells were supplemented with fresh media every 3 days and passaged at 90% confluence (typically once per week as proliferation rate slowed) without dilution (passage ratio 1:1). By passage 10–12 individual colonies of intermediate state cells emerged, that were dissociated and replated as a whole (1:1) until rapidly proliferating culture adapted populations emerged by passage 20 and designated as culture adapted lines. These were routinely grown to 90% confluence then passaged as for primary cells. For inducible cells harbouring transactivator and responder transgenes, the addition of doxycycline to media (5–10 μg/ml) was used to induce GFP-CIZ1 within 6 h. Female 3T3 cell line D001^45^ (a kind gift from Stephen Downes) were grown in the same media.

### Ethics

All work with animal models is compliant with UK ethical regulations. Breeding and genetic modification of mice were carried out under UK Home Office license and with the approval of the Animal Welfare and Ethical Review Body at the University of Leeds. Analysis on cells and tissues derived from these mice was carried out with the approval of the Animal Welfare and Ethical Review Body at the University of York.

### Sub-nuclear fractionation

All buffers were made in RNase-free water. All reagents were from Sigma unless otherwise stated. All samples are named by the last treatment in the series that they received. Extraction for analysis by western blot^46^ is detailed below, and extraction for analysis by immunofluorescence microscopy^47^ was performed on cells grown on coverslips using the same buffers. Briefly, plates of adherent cells were washed twice in ice-cold PBS then twice in ice-cold cytoskeletal buffer (CSK: 10 mM PIPES/KOH pH 6.8, 100 mM NaCl, 300 mM Sucrose, 1 mM EGTA, 1 mM MgCl_2_, 1 mM DTT, 1 cOmplete™ Protease Inhibitor Cocktail per 50 ml) and drained at a shallow angle on ice for 2 min. Cells were scrape harvested and supplemented with 2 mM PMSF before addition of Triton-X-100 to 0.1% and, to samples not subsequently receiving RNase, vanadyl ribonucleoside complex (VRC) to 2.5 mM (NEB). Samples were mixed by pipetting, and after 1 min on ice, centrifuged at 1000 × *g*. The soluble fraction from this stage was designated detergent (det.) supernatant (S, sample i Fig. 6b). The pellet fraction was either denatured for analysis by SDS-PAGE (det. P, ii) or resuspended in 0.1% Triton-X-100 and 0.5 M NaCl in CSK and incubated on ice for 1 min before second centrifugation at 1000 × *g* (salt S, iii, and P, iv). Pellets to be further extracted were washed with digestion buffer (40 mM Tris/HCl, 10 mM NaCl, 6 mM MgCl_2_, 1 mM CaCl_2_, pH 7.9, supplemented 1/500 with RNaseOUT for RNase-free samples), before resuspension in fresh digestion buffer. Samples were then incubated at 30 °C for 1 h with gentle agitation in the presence of DNase1 (Roche 04716728001) at 0.3 U/μl, RNase (Roche 11119915001) 0.5 U/μl, or both DNaseI and RNase, or no enzyme (mock). Before final centrifugation, reactions were supplemented to 0.5 M NaCl for 5 min, then separated to yield pellets (P, vi and viii) and supernatants (S, v and vii). Pellets were resuspended in 1× denaturing buffer (2% SDS, 15% glycerol, 1.7% betamercaptoethanol, 75 mM Tris pH 6.8 with bromophenol blue), and supernatants supplemented with 4× denaturing buffer and heated to 95 °C with repeated vortexing to shear remaining nucleic acid. For extraction for analysis by immunofluorescence, coverslips were incubated with CSK supplemented with 0.1% Triton-X-100 and 2.5 mM VRC (CSK-D) for 1 min. Following CSK-D removal coverslips were either fixed with 4% paraformaldehyde (detergent sample) or incubated with CSK-D with 0.5 M NaCl (CSK-DS) for 1 min. For coverslips to be treated with RNase, VRC was left out from this step onwards. Coverslips were washed twice for 1 min with digestion buffer (supplemented with 2.5 mM VRC for non-RNase samples) before incubation for 1 h at 37 °C in digestion buffer with 2.5 mM VRC (High Salt sample), digestion buffer supplemented with 2.5 mM VRC and DNase1 at 0.45 U/μl (DNase sample) or digestion buffer supplemented with RNase at 0.75 U/μl (RNase sample). Coverslips were incubated for 1 min with CSK-DS (supplemented with 2.5 mM VRC for non-RNase samples) before fixation with 4% paraformaldehyde.

### Antibodies and detection protocols

For western blots, adherent cells were either extracted as above or, after washing in ice-cold PBS, scrape harvested into denaturing buffer with fresh 2 mM PMSF, to generate whole cell lysates. Samples were heated to 95 °C and separated through 4–15% gradient gels (Bio-Rad) then transferred onto nitrocellulose membranes using the iBlot system (Invitrogen). Blots were blocked in either 5% low-fat milk in PBS with 0.1% Tween-20, or 5% BSA in TBS with 0.05% Tween-20, depending on antibody, then incubated with primary antibodies overnight at 4 °C with gentle agitation. Blots were washed and probed with HRP-conjugated anti-species secondary antibodies for 1 h at room temperature (Jackson Immunochemicals 115-035-174 and 211-032-171), and imaged using EZ-ECL (Biological Industries) with a Syngene PXi chemiluminescence imaging system. Band intensities were quantified using GeneSys 4.03.05.0 software. Uncropped blots for the images used in main figures are shown in Supplementary Fig. 5. For immunofluorescence microscopy, cells grown on glass coverslips were washed with PBS before fixation in 4% paraformaldehyde, or where indicated bathed in CSK with 0.1% Triton-X-100 for 1 min prior to fixation. After fixation cells were rinsed twice with PBS then incubated for 15 min in BSA Antibody buffer (0.02% SDS, 0.1% TX100, 10 mg/ml nuclease-free BSA in PBS), followed by 2 h at 37 °C with primary antibody (in BSA antibody buffer). After three washes in the same buffer, anti-species secondary antibodies (Alexa Fluor 488 or 568) were applied for 1 h, followed by three further washes, and mounting in VectorShield with DAPI (Vector Labs). All antibodies including dilutions are listed in Supplementary Table 4.

### Proximity ligation assay

Primary WT, primary CIZ1 null and culture adapted WT murine embryonic fibroblast cells were grown on glass coverslips and washed with 0.1% Triton-X-100 containing PBS prior to fixation with 4% paraformaldehyde for 15 min. Coverslips were blocked and incubated with primary antibodies as usual before washing with Duolink^®^ In Situ Wash Buffer A and the proximity ligation assay detailed in Duolink^®^ PLA fluorescence protocol (Sigma), using species-specific secondary antibody probes and green detection reagents. In brief, following standard primary antibody incubation as detailed in antibodies and detection protocols, coverslips were washed twice for 5 min with Wash Buffer A and incubated with species-specific PLUS and MINUS PLA probes in the provided antibody diluent for 1 h at 37 °C. Coverslips were washed twice for 5 min with Wash Buffer A before incubation for 30 min at 37 °C with 1× Ligation Buffer supplemented with DNA Ligase. Coverslips were washed twice for 5 min with Wash Buffer A followed by incubation for 100 min at 37 °C in Amplification buffer supplemented with DNA polymerase. Coverslips were washed twice for 10 min with Wash Buffer B before a final 1 min wash in 0.01× Wash Buffer B and mounting in Vector Shield with DAPI (Vector Labs).

### Imaging

Fluorescence images were captured using a Zeiss Axiovert 200M fitted with a 63×/1.40 Plan-Apochromat objective and Zeiss filter sets 2, 10, 15 (G365 FT395 LP420, BP450-490 FT510 BP515-565, BP546/12 FT580 LP590), using Axiocam 506 mono and Axiovision image acquisition software (SE64 release 4.9.1). Where changes in fluorescence intensity are quantified across an extraction series, coverslips were imaged as a set with all images for each filter set captured with the same exposure time. Images were saved at 1499 by 1205 pixels in tagged image file format for downstream analysis. For EZH2 at least 50 individual nuclei from unmodified images were quantified for each cell population and each extraction condition, using Fiji^48^. Where indicated, EZH2 levels across an extraction series were normalized to the detergent-treated sample (given an arbitrary value of 100) to enable comparison between cell lines. For presentation, images were enhanced using Adobe Photoshop CS4 or Affinity Photo 1.5.2, maintaining identical manipulations across extraction series so that image intensities reflect actual relationships (unless specifically stated otherwise). All quantification of image intensity was carried out prior to manipulation. For the presentation of images illustrating positional, rather than intensity information, images were not necessarily modified identically.

### S phase labelling

5-Ethynyl-2ʹ-deoxyuridine (EdU, 10 μM) was added to adherent cells on coverslips at ~70% confluence for a 30 min pulse period under standard growth conditions. For pulse/chase experiments, coverslips were transferred to warm PBS then into fresh media (without EdU) for 30–60 min. To visualize newly synthesized DNA, coverslips were washed briefly in CSK with 0.1% Triton-X-100, or subjected to extraction up to the RNase treatment step before fixation with 4% paraformaldehyde for 15 min. Coverslips were then washed in PBS and EdU detected using the Click-iT® EdU Alexa Fluor® 594 kit (ThermoFisher), as recommended. Briefly, coverslips were blocked with 3% BSA before incubation in a light-proof humidified chamber with Click-iT® reaction cocktail for 60 min. For dual staining (e.g. CIZ1 or fibrillarin), coverslips were first incubated with primary antibody as described under antibodies and detection protocols before blocking with 3% BSA. Anti-species secondary antibody diluted in Click-iT® reaction buffer was included in the EdU detection step. Coverslips were then washed and mounted using VectorShield with DAPI (Vector Labs).

### Positional analysis of Xi

Typically, 30–50% of cells in a rapidly cycling population incorporate EdU during a 30 min pulse labelling period. Of these, 6–16% have one or two compact discrete patches of incorporated EdU against an early or mid S-phase replication pattern, verified as Xi by co-staining with CIZ1. The location of EdU-labelled Xi was scored in two ways. (i) By proximity to the nucleolar marker fibrillarin and the nuclear envelope, generating four categories illustrated in Supplementary Fig. 1. Xis were classified as peripheral if any part of its territory or individual foci that are part of a cluster were not resolvable from the nuclear perimeter, confirmed by comparison with DAPI. Xis were scored as nucleolar if any part of the territory or foci were unresolvable from fibrillarin stain. Xi which meets both of these criteria were classified as peripheral/nucleolar, or neither if both of the criteria were not met. (ii) A binary classification, based on the criteria above (Supplementary Fig. 1), was used to gather time-resolved data points. Xis were scored as internal if all of the territory, including all foci, was resolvable from the nuclear periphery, and peripheral if these criteria were not met. For nuclei with two EdU-labelled Xis both were classified individually. Nuclei with more than two EdU-labelled Xis were excluded from the analysis. At least 100 labelled nuclei were imaged per coverslip, with at least 3 replicate coverslips, and three biological replicate cell populations (from independent embryos) of each genotype. Results in Fig. 4a show compromised of Xi relocation in CIZ1 null cells, and results in Fig. 1f show a gradual diminishing of Xi relocation in WT adapted lines (evidenced by lack of change in the proportion of peripheral Xis between pulse and chase). However, in some adapted cells we were not able to score location because of the absence of a clearly defined CIZ1 mark and also apparent incoherent replication of Xi. In these cells, replicating Xi was no longer detectable as a patch of dense EdU against a mid-S phase nucleus, and neither was it identifiable against early or late replicating nuclei because CIZ1 was dispersed or absent. This most likely reflects instability of Xi in transforming cells, illustrated previously in the context of breast cancer^49^. These cell populations were typically late passage (p20 or more) and were excluded from the analysis.

### Statistical analysis

Experiments were designed to use the minimum number of animals while achieving statistically valid data and include two types of analysis. For multivariate data (lists of genes or proteins that are changed in one genotype compared to another) three biological replicates (independent PEF lines) enables calculation of average log 2 fold change and *T*-test *P*-values, as well as FDR-adjusted *P*-value for each data point (gene), and is the minimum required for differential expression analysis using Cuffdiff. Randomization is not appropriate, and PEF lines are matched as closely as possible. For single parameter endpoints such as analysis the requirements of Xi relocation, the variable is sampling time, and the output one of two positions, with typical effect size of 3 and analysis using two sample *t*-test in Excel. Unless indicated, data is represented as means with SEM. Comparison of the differing Xi relocation behaviour of WT and CIZ1 null cells was evaluated in R using a two-way ANOVA. *P < 0.05, **P < 0.01, ***P < 0.001. Avoidance of bias is achieved by independent, blinded analysis of archived images, for tests with optimised parameters. For example, if 1 mg/ml etoposide in the 30 min EdU chase period influences return of Xi to the nuclear periphery after replication, data (images) from replicate experiments will be archived, coded and blind scored by independent workers.

### Transcriptome analysis

Primary (before passage 5) and culture-adapted derivative cell lines of murine embryonic fibroblasts 13.1, 13.8 and 14.4 (female WT), and 13.15, 13.17, 14.2 and 14.19 (female CIZ1 null) were grown to 80% confluence. RNA was extracted with TRIzol (Ambion 15596-026) following manufacturer’s instructions. Briefly, adherent cells grown to 80% confluence were washed twice with PBS, drained on a shallow angle for 2 min and excess PBS removed. 1 ml of TRIzol was added per 28 cm^2^ and incubated for 3–5 min at room temperature with periodic agitation. Lysates were collected in clean Eppendorf tubes. Chloroform was added to a ratio of 1:5 and lysates were shaken vigorously for 15 s before incubation at room temperature for 3 min before centrifugation at 12,000 × *g* for 15 min. The aqueous phase was transferred into a clean Eppendorf and mixed with equal volume of isopropanol through gentle inversion and incubated at room temperature for 10 min, followed by a 10 min centrifugation at 12,000×*g*. Supernatant was removed, and the RNA pellet washed with an equal volume of 75% ethanol to the volume of TRIzol used to extract the RNA. Sample was centrifuged for 5 min at 12,000 × *g* and the supernatant removed. RNA pellet was resuspended in nuclease-free water. Isolated RNA was then treated with DNase (Roche 04716728001), before quality analysis by agarose gel, NanoDrop spectrophotometer and Agilent 2100 Bioanalyzer. Libraries were prepared with NEBNext® Ultra™ RNA Library Prep Kit for Illumina®, and enriched for mRNA using NEBNext Poly(A) mRNA Magnetic Isolation Module, which is optimized for the production of libraries with 250–400 bp inserts. Enriched mRNA was fragmented by heating to 95 °C for 12 min, cDNA synthesised from random primers, followed by end repair, dA-tailing, adaptor ligation and PCR enrichment. Libraries were sequenced at the Leeds Institute for Molecular Medicine (LIMM) using Illumina 3000 system, using paired-end sequencing to generate ~50 million reads per sample. Sequence reads were trimmed to remove any adapter sequences using Cutadapt version 1.8.3^50^ then aligned to version GRCm38 of the mouse genome using HISAT2^51^. Transcriptomes were assembled and gene expression quantified using the Tuxedo pipeline (version 2.2.1)^52^, from which predicted splice variant assemblies were extracted, including those that map to the EZH2 locus 6:47530040–47595351 (Supplementary Fig. 3, Supplementary data 6) and other PRC subunits (Supplementary Fig. 4). Average expression of each splice variant was calculated from the 3 independent lines for WT and CIZ1 null primary and culture adapted cells. Variants arising from sequencing of the opposite strand were removed. Total expression of the gene was calculated for each cell type along with the percentage of each splice variant. Splice variants contributing less than 5% of the total in all cell types were removed from the analysis to simplify visual representation. Cufflinks was used to assemble transcriptomes for each sample using the GTF annotation file for the GRCm38 mouse genome (*C57BL/6)*, followed by Cuffmerge to merge individual sample transcriptomes. Quantification, normalisation and differential expression were carried out using Cuffquant, Cuffnorm and Cuffdiff, respectively. GSEA^22,53^ was performed in Python 3.6 using one-sided Fisher’s Exact tests as part of the SciPy library (v.0.19.0). FDR was controlled using the Benjamini–Hochberg method in the StatsModels library (v.0.8.0), to generate *q* values. As this correction is based on *P*-values and different comparisons have different numbers of *P*-significant expression changes, the threshold at which *q*-significance is reached will vary between comparisons, as reflected in the volcano plots in Fig. 2. Volcano plots were generated in Excel. Heat maps were generated using Spyder (v.3.1.4), accessed via Anaconda Distribution (v.1.6.2), using the pandas, seaborn and matplotlib modules. Transcription units which did not have a numerical value for log_2_(fold change) due to mean expression of 0 in one condition were manually removed before generating the plots. Individual fragment counts per kilobase per million (FPKM) were extracted for replicate cell lines to calculate means and SEM.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

### Code availability

The custom code used to perform Gene Set Enrichment Analysis is available from authors upon request. All versions of software used are described in transcriptome analysis methods.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

Transcriptome data is available at GEO repository under accession code GSE122235. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request.

# Supplementary material for: Maintenance of epigenetic landscape requires CIZ1 and is corrupted in differentiated fibroblasts in long-term culture
**Source:** Nat Commun. 2019 Jan 28;10:460. doi: 10.1038/s41467-018-08072-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

### **Maintenance of epigenetic landscape requires CIZ1 and is corrupted in differentiated fibroblasts in long-term culture**

Stewart, Turner, Newling, Ridings-Figueroa, Scott, Ashton, Ainscough, Coverley

#### **Supplementary Figures and Legends**

#### **Supplementary Tables**

#### **References**

# Supplementary Figure 1

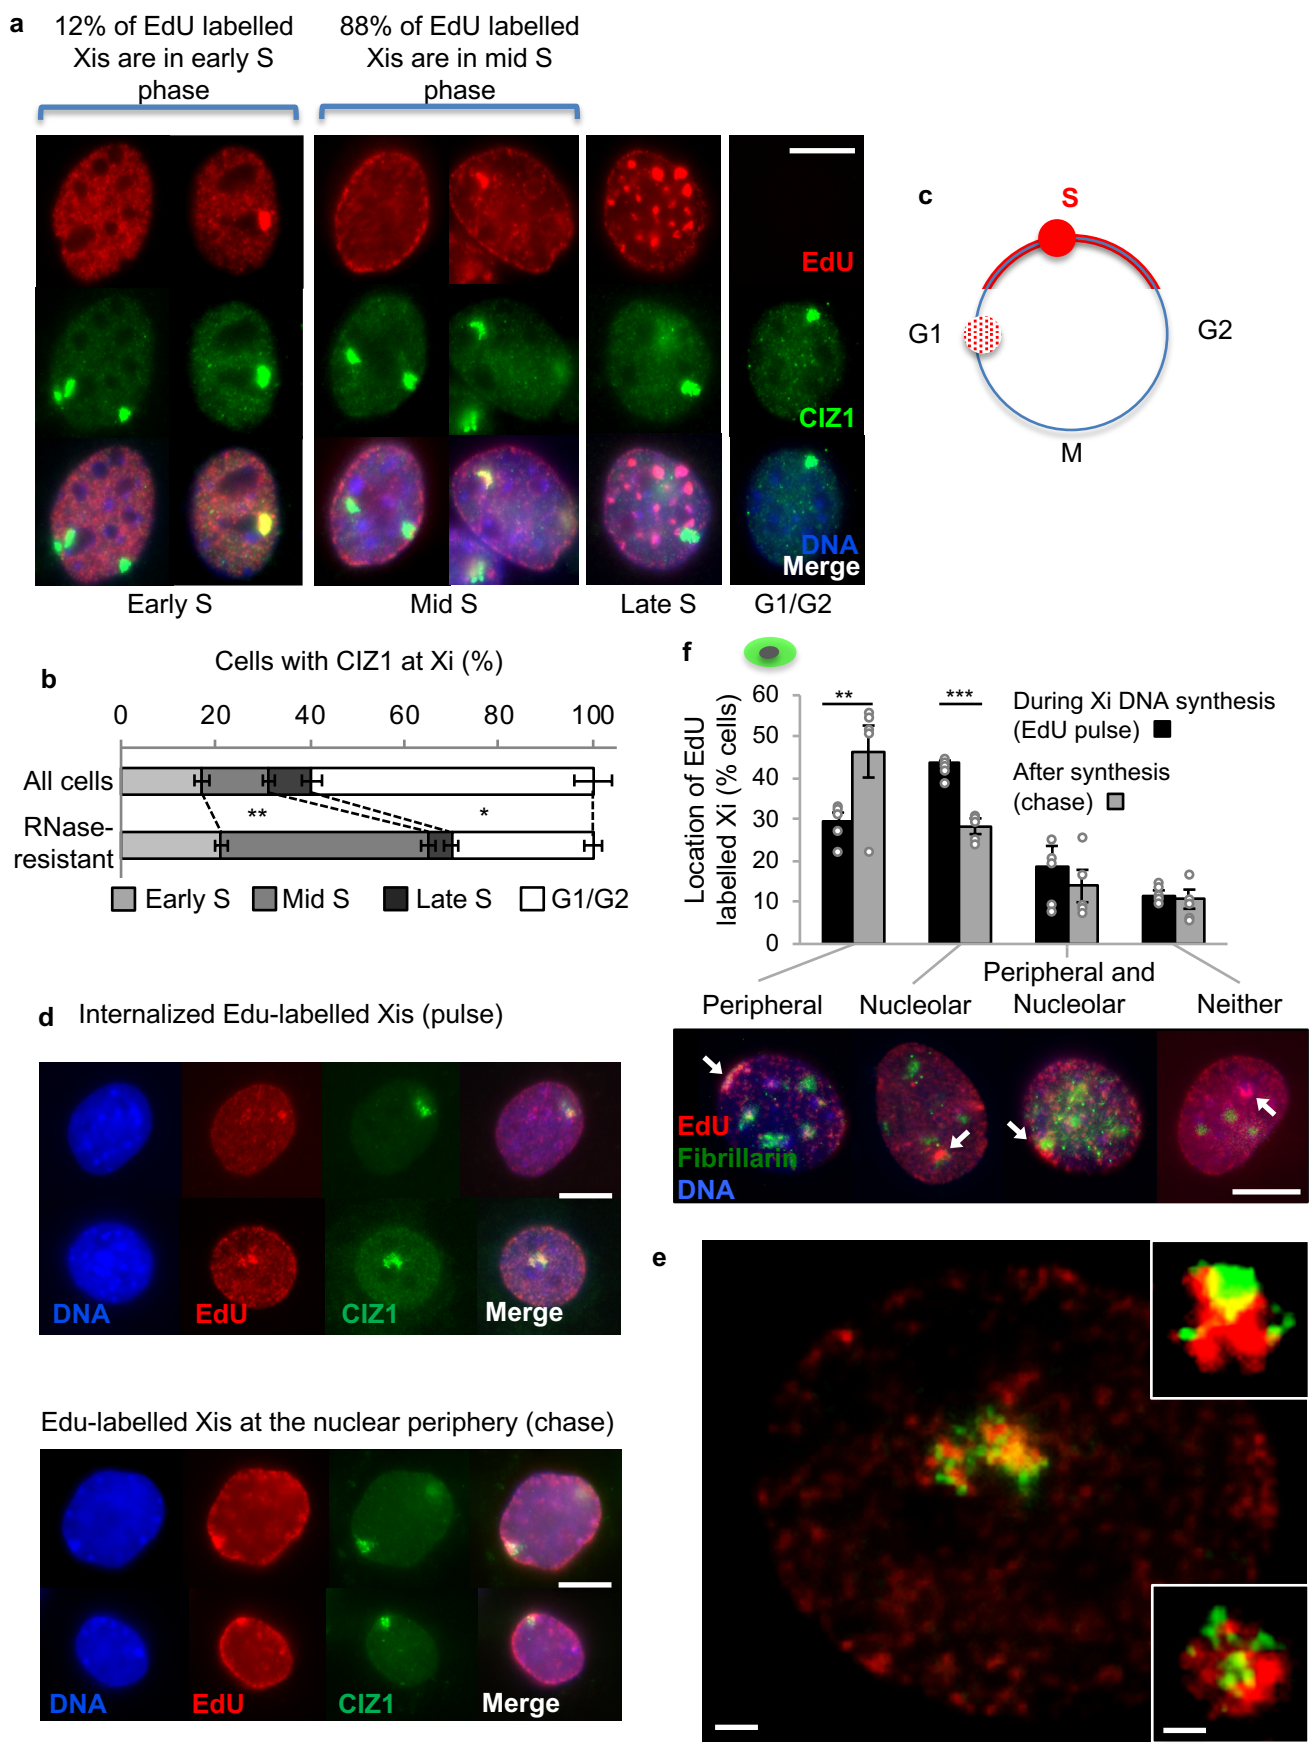

### **Supplementary Fig.1 Location and timing of Xi replication**

a) Example images of 3T3 cell nuclei labelled with EdU (red) for 30 minutes immediately prior to isolation, classified as G1/G2 (no label), or early, mid or late S phase based on pattern of EdU incorporation. Scale bar is 10 microns. Immuno-staining for CIZ1 (green) reveals Xi, allowing estimation of the stage in S phase in which Xi incorporates EdU (given as %, n=100 replicating Xis).

b) Frequency of interphase (unlabelled) and S phase stages in nuclei with CIZ1 marked Xis, among a complete cycling population of 3T3 cells, compared to the frequency of each stage with RNase-resistant Xi-CIZ1. After RNase treatment preferential removal of Xi-CIZ1 occurs in G1/G2 phase, whereas preferential retention occurs in mid S phase. Data,  $\pm$ SEM, is mean of 4 replicate analyses, n=1015, compared by t-test.

c) Schematic of mid-S phase window (red circle) in which CIZ1 at Xi is resistant to RNase. The data suggest there may be another window outside of S phase in which CIZ1 at Xi is resistant to RNase, possibly related to the early G1 phase window in which Xi has also been reported to transiently occupy an internalized location <sup>1</sup>. Notably, similar complicated positional changes, including an early G1 phase event followed by an S phase event, have also been reported for an engineered locus in CHO cells <sup>2</sup>.

d) WT primary cells (13.1 and 13.8 p2-3) stained for EdU (red) and CIZ1 (green) showing example peripheral (chase) and internal (pulse) Xis. DNA is blue, bar is 10 microns.

(e) High-magnification views of three nuclei showing separation of the two signals within the Xi territory. Data relates to main Fig. 1. Scale bar is 1 micron.

f) Location of Xi at the time of its replication (EdU pulse, black) or after a 30min chase in EdU-free media (grey). Nuclear position, illustrated below, of EdU-Xi (red, arrowed) is classified in relation to the nuclear periphery and in relation to fibrillarin (green), to generate four categories. Histogram shows mean data (13.1 and 14.4)  $\pm$ SEM, compared by t-test. Scatter plot of individual values contributing to the mean are overlaid. Bar is 10 microns.

Supplementary Figure 2

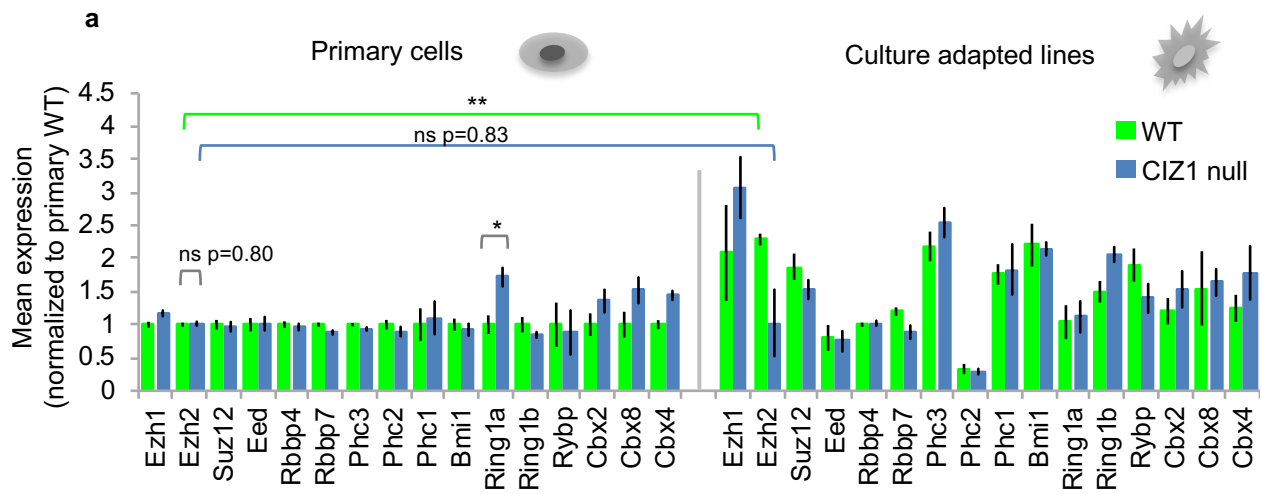

**b**

WT Primary E13.8 p3

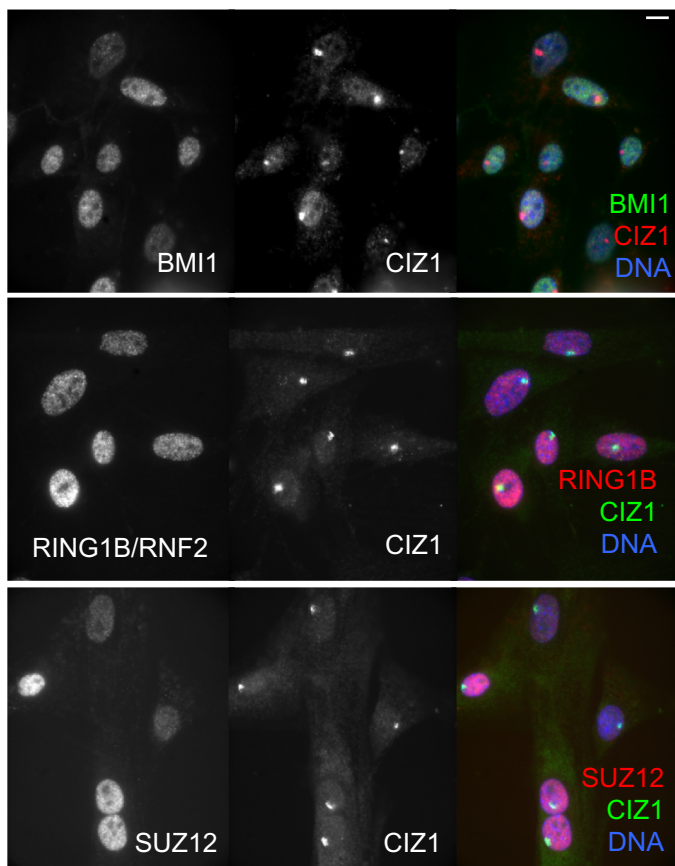

CIZ1 null Primary E13.17p3

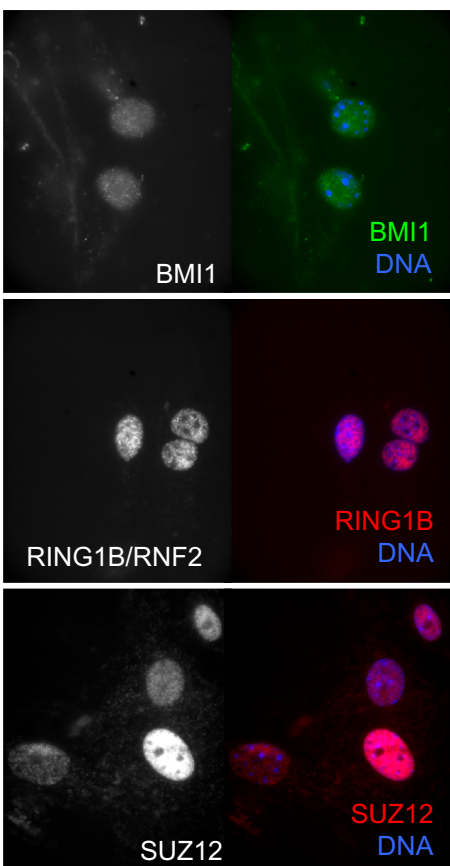

**Supplementary Fig. 2 Expression of polycomb subunits**

a) Mean transcript levels of PRC1 and PRC2 subunits, normalized to primary WT levels,  $\pm$ SEM. 

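Relative to the mean of primary WT cells, Phc2 was at 0.279 in adapted WT cells, Bmi1 at 1.88, Ezh2 at 1.82 and Ezh1 at 2.41, which was 1.58 without adapted E13.1. The adapted WT mean of Ezh1 had a large spread (5.70 ± 3.42 FPKM, SD, n = 3), and neither genotype passed correction over all units for Ezh1. Over the list alone, Ezh1 and Ring1 passed in adapted CIZ1 null cells (adjusted p = 0.0173 and 0.0289 from limma with Benjamini-Hochberg adjustment). Between genotypes in adapted cells, 0 subunits were called, and 1, Ezh2, had an unadjusted p under 0.05 in limma, with 24.6 FPKM in WT and 11.9 ± 10.0 in CIZ1 null.

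**Figure D4:**
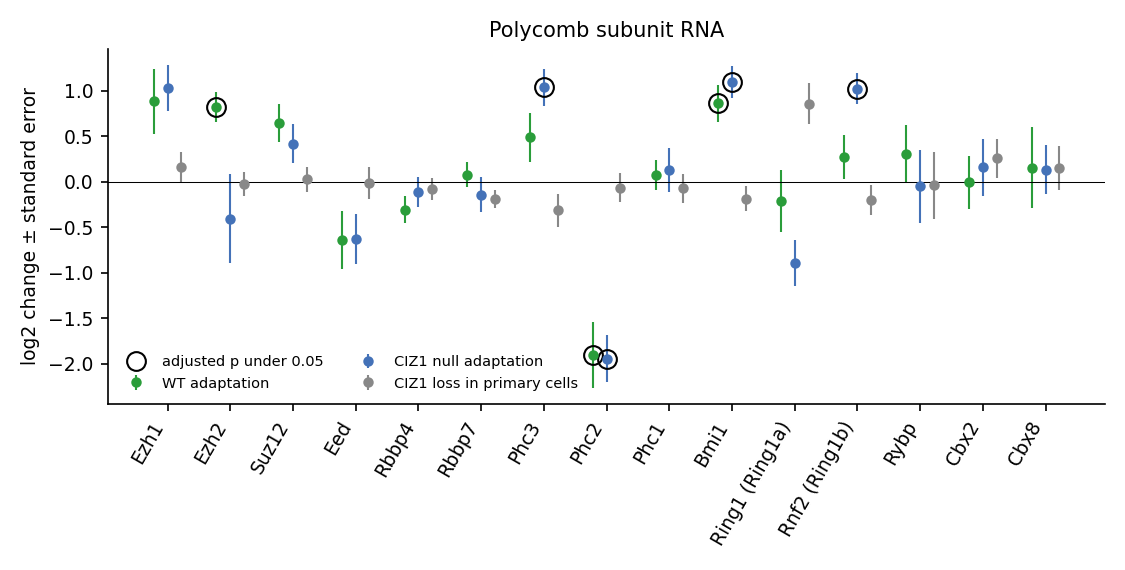
Log2 change of 15 of the 16 PRC subunits (vertical axis) with its standard error, for culture adaptation of WT cells (green), culture adaptation of CIZ1 null cells (blue) and loss of CIZ1 in primary cells (grey), with 3 populations in each group. Circled points have an adjusted p under 0.05 over all units tested, and these are 3 for WT adaptation, 4 for CIZ1 null adaptation and 0 for loss of CIZ1 in primary cells.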

Data is derived from FPKMs from three independent WT and CIZ1 null cell populations, showing little change in primary cells and inconsistent changes in culture-adapted derivatives, compared by t-test.

b) Immuno-detection of PRC1 subunits BMI1 (green) and RING1B (red), and PRC2 subunit SUZ12 (red) in primary WT and CIZ1 null cells. No gross differences in profile were observed, and no relationship with Xi-CIZ1. DNA is blue. Scale bar is 10 microns.

Supplementary Figure 3

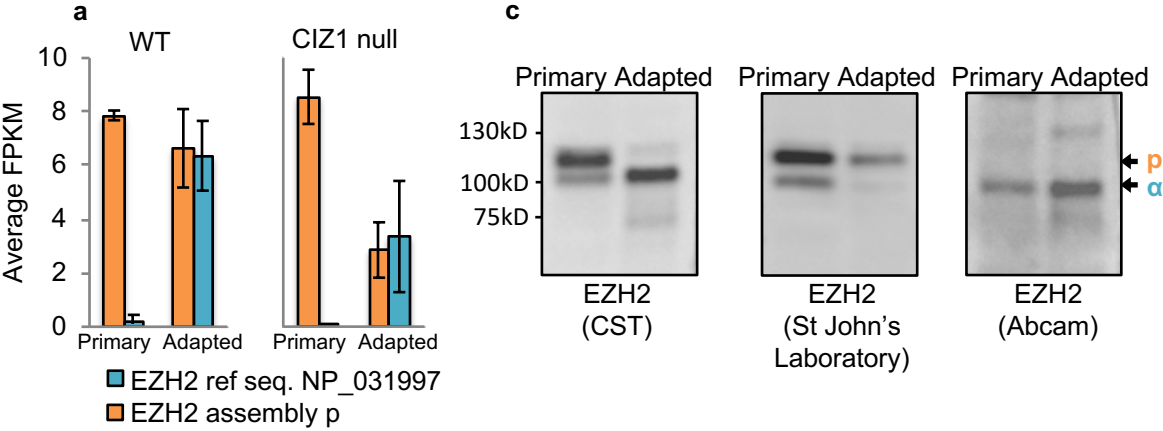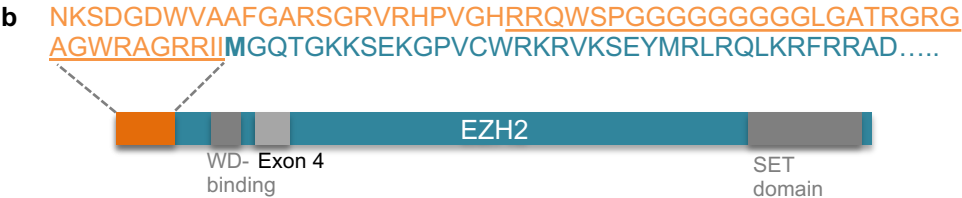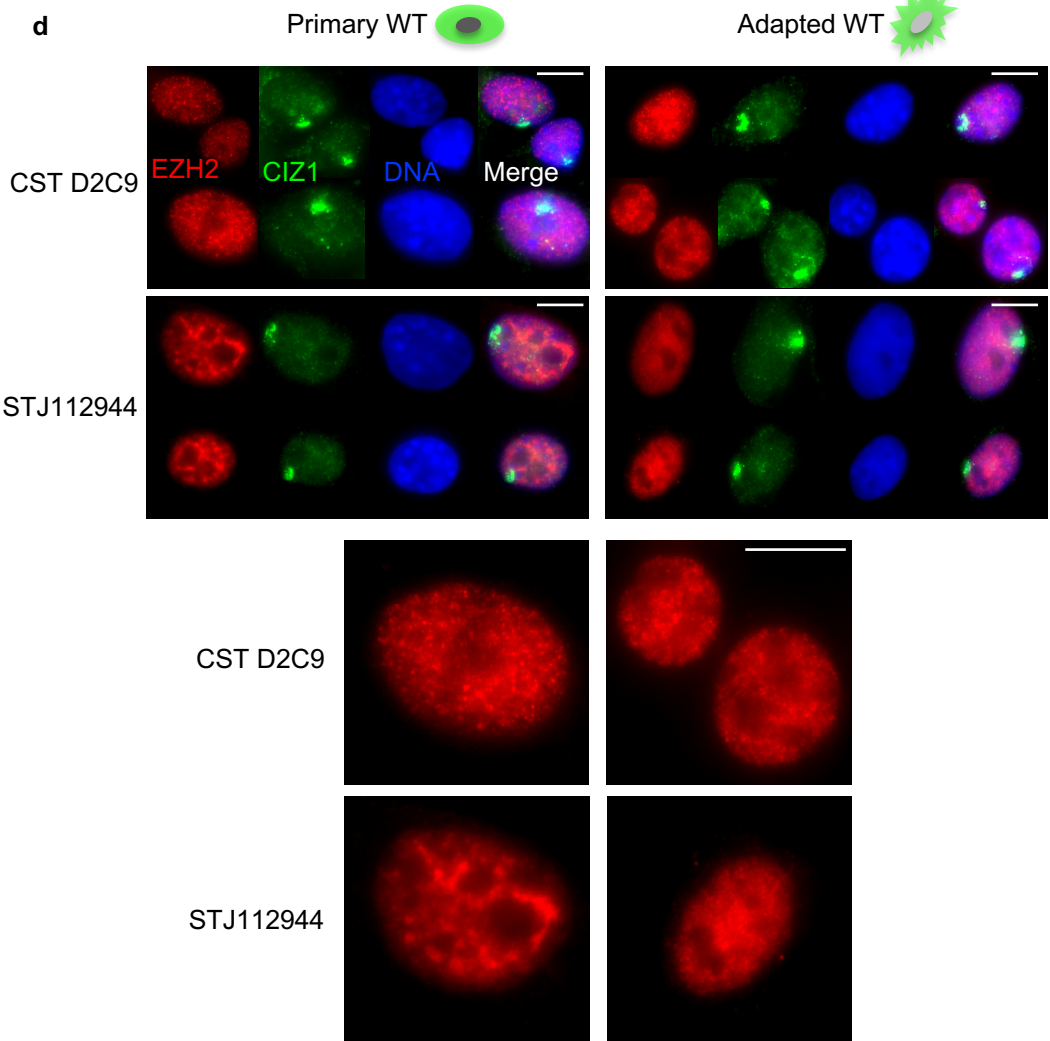

### Supplementary Fig. 3 EZH2 isoforms

- a) Splice variant assemblies derived from triplicate WT and CIZ1 null RNA-seq reads (primary cells and culture adapted derivatives) with mean frequency,  $\pm$ SEM, for the two most abundant assemblies (Supplementary data set 6). These are canonical EZH2 (blue, which matches the reference sequence NP\_031997), and a longer variant (orange, denoted p for primary) that includes additional 5' sequence currently annotated as UTR but is otherwise identical (see Supplementary data set 6 sheets 2 and 3). Notably, canonical EZH2 is virtually undetectable in primary cells, while culture adapted cells express both variants at similar levels.
- b) Translation of the upstream sequence in EZH2 assembly p gives rise to the putative sequence shown in orange. Canonical EZH2 begins with the M highlight in bold in blue. Approximately 50% of mammalian transcripts contain an upstream ORF (uORF), and many non-AUG triplets can act as alternative start codons for uORF translation<sup>3</sup>.
- c) Whole cell lysates from murine WT primary (p5) and culture-adapted cells (p21) showing dominant expression of EZH2p protein (upper form) in primary cells and EZH2 $\alpha$  in later passage cells (lower form), detected with rabbit EZH2 antibody CST D2C9 (used in all main figures), which is centred on Arg354 of Q15910 (EZH2 $\alpha$ ). EZH2p is also detected with rabbit EZH2 antibody STJ112944 (St John's Laboratory, unspecified epitope) but not rabbit EZH2 antibody ab191080 (Abcam), raised against a peptide epitope within amino-acids 1-100 of Q15910.
- d) Immuno-detection of CIZ1 (hC221a) and EZH2 (CSTD2C9 and STJ112944) in primary (14.4, p3) and culture adapted (13.8, p23) WT murine embryonic fibroblasts. Below, high-magnification images. Scale bar is 10 microns.

Supplementary Figure 4

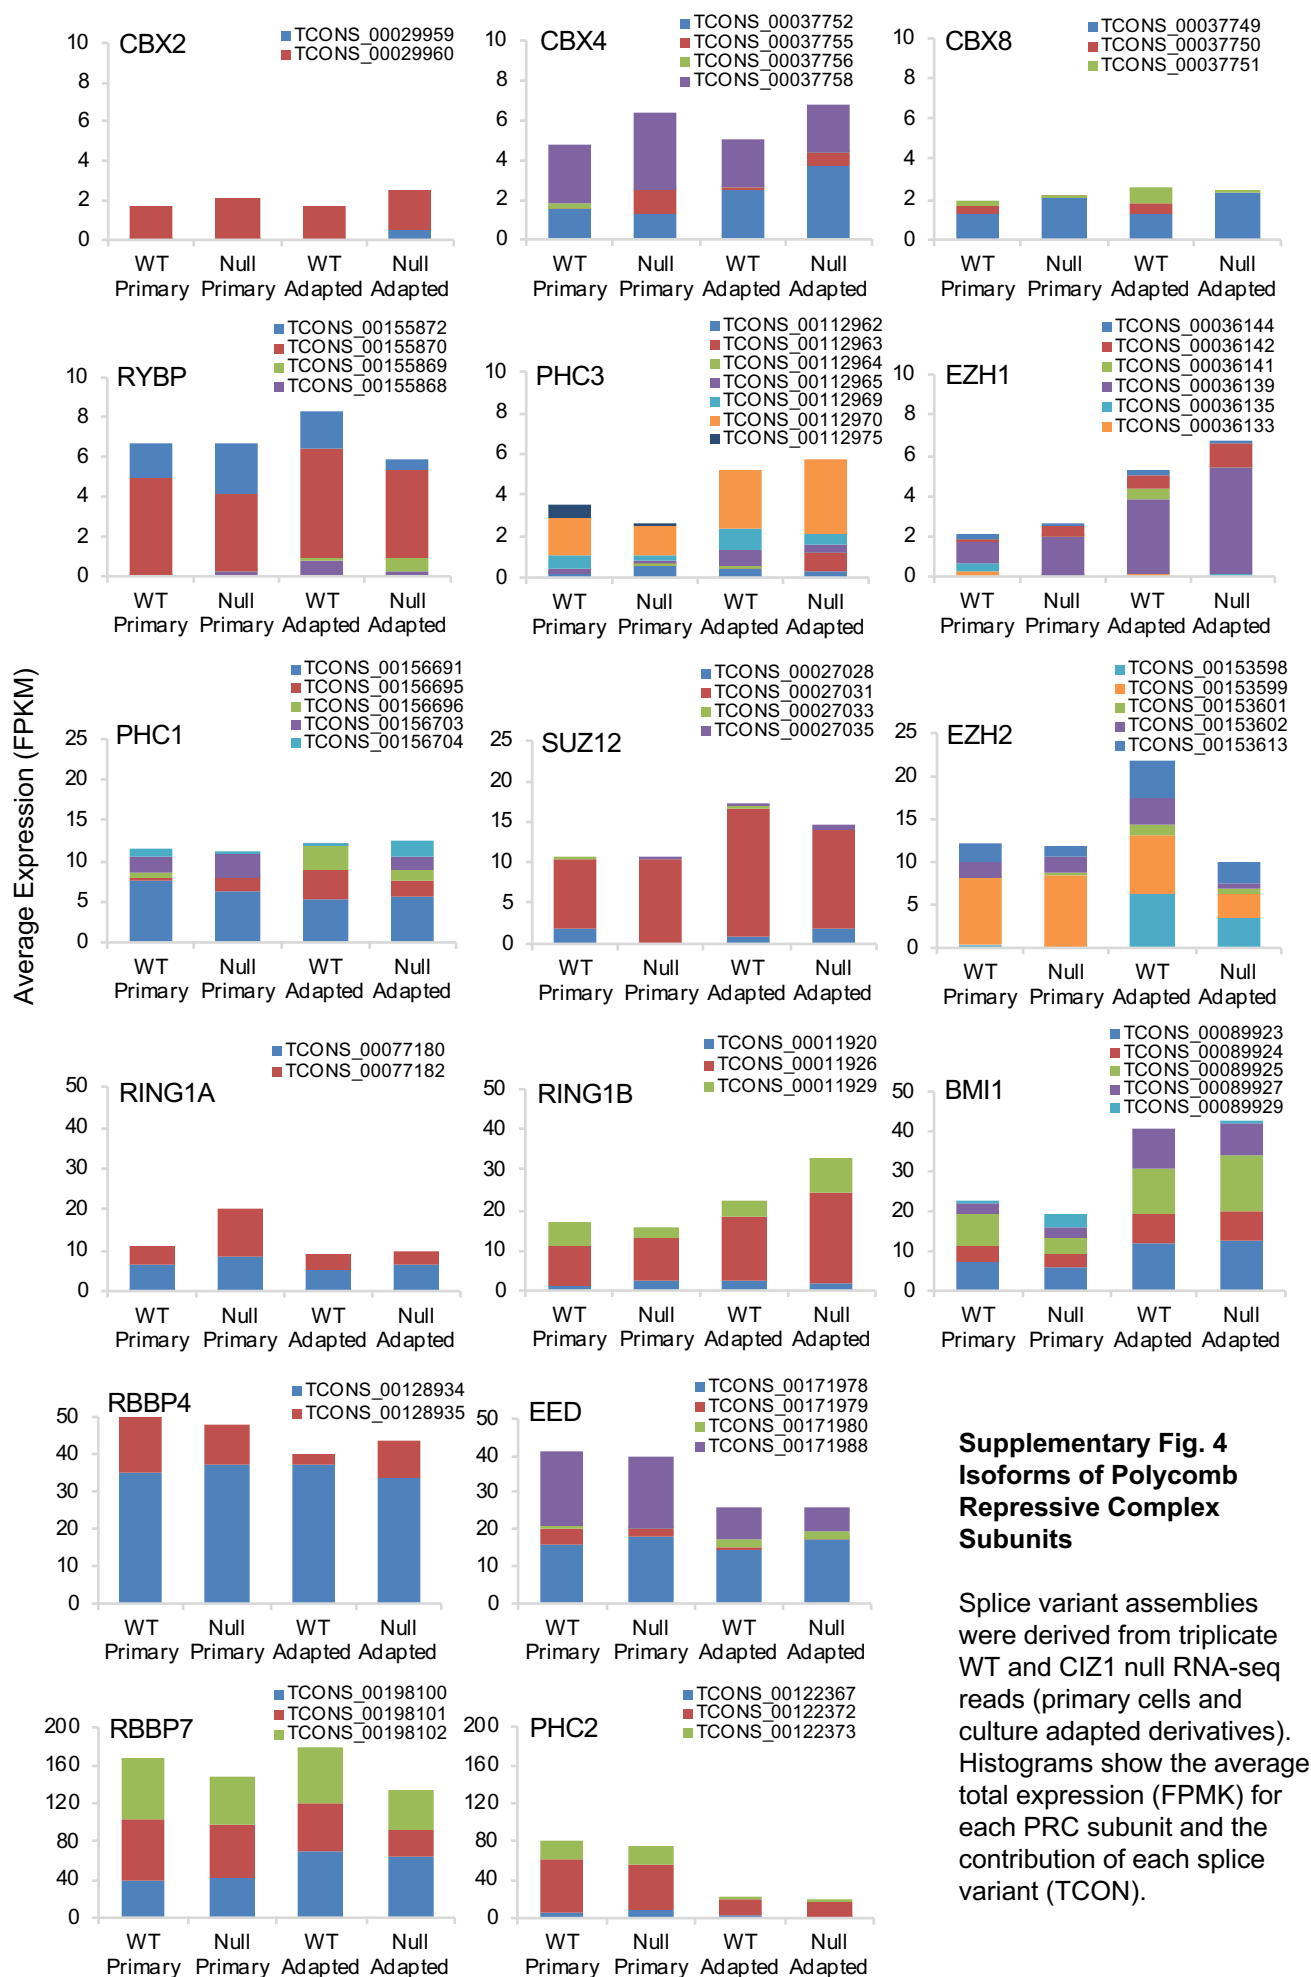

**Supplementary Fig. 4**  
**Isoforms of Polycomb**  
**Repressive Complex**  
**Subunits**

Splice variant assemblies were derived from triplicate WT and CIZ1 null RNA-seq reads (primary cells and culture adapted derivatives). Histograms show the average total expression (FPKM) for each PRC subunit and the contribution of each splice variant (TCONS).

**Supplementary Figure 5**

Uncropped blots Figure 5a

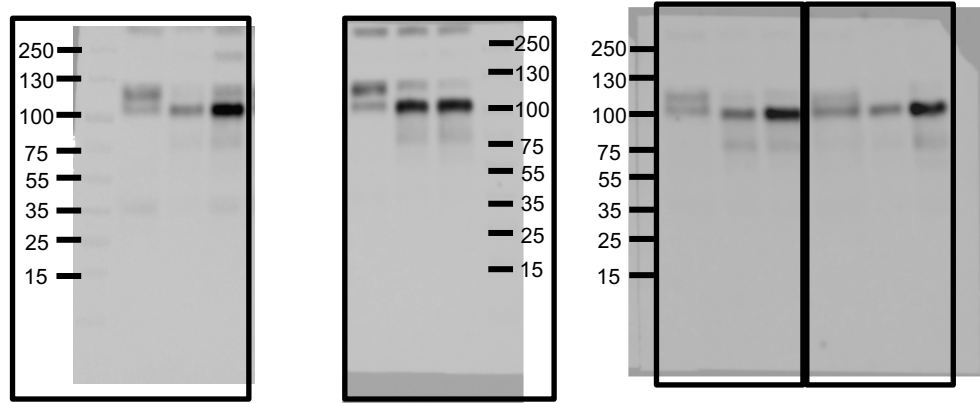

Uncropped blots Figure 6b

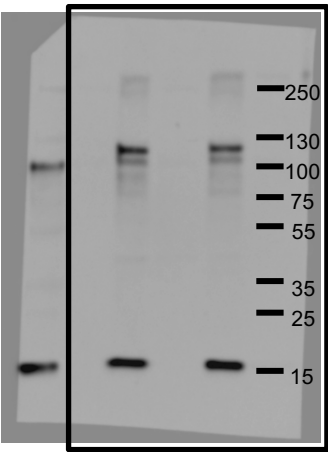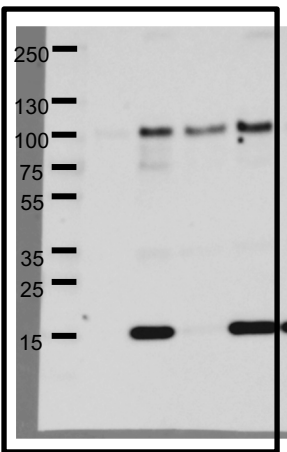

Uncropped blots Figure 6e

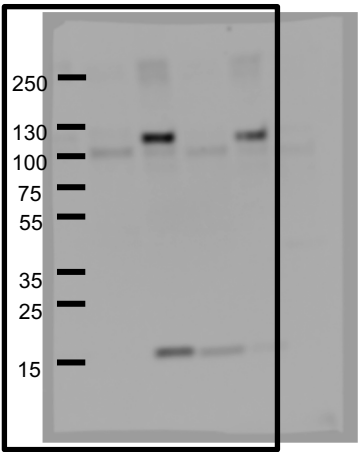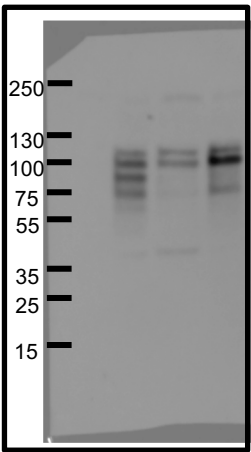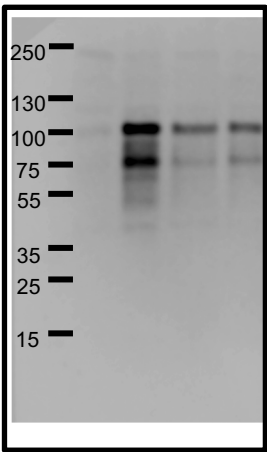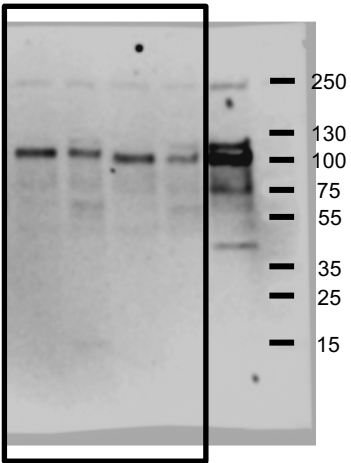

**Supplementary Fig. 5 Uncropped western blots** Images show whole western blots, with regions used in the main figures indicated by boxes. All are probed with EZH2 antibody CSTD2C9 generating bands between the 100-130 KDa markers, plus smaller forms in unextracted fractions. For blots on the middle row, histone H3 is also shown running slightly less far than the 15 kDa marker.

| <b>Curated Gene Set</b>                | <b>Percentage Overlap</b> | <b>p-value</b> | <b>q-value</b>    | <b>Set Identifier used in Figure 3</b> |
|----------------------------------------|---------------------------|----------------|-------------------|----------------------------------------|
| BENPORATH_EED_TARGETS                  | <b>2.730696798</b>        | 1.40E-12       | <b>7.10E-11</b>   | M7617                                  |
| BENPORATH_PRC2_TARGETS                 | <b>3.067484663</b>        | 7.28E-10       | <b>2.19E-08</b>   | M8448                                  |
| BENPORATH_SUZ12_TARGETS                | <b>3.082851638</b>        | 3.53E-15       | <b>2.83E-13</b>   | M9898                                  |
| DOUGLAS_BMI1_TARGETS_DN                | <b>2.229299363</b>        | 0.001731182    | <b>0.00885055</b> | M14279                                 |
| DOUGLAS_BMI1_TARGETS_UP                | <b>2.650176678</b>        | 6.25E-07       | <b>8.84E-06</b>   | M15103                                 |
| KONDO_EZH2_TARGETS                     | <b>4.897959184</b>        | 1.61E-08       | <b>3.36E-07</b>   | M5301                                  |
| LU_EZH2_TARGETS_DN                     | <b>2.173913043</b>        | 0.000471418    | <b>0.00294496</b> | M2140                                  |
| LU_EZH2_TARGETS_UP                     | <b>2.372881356</b>        | 0.00122352     | <b>0.00648217</b> | M2139                                  |
| NUYTEN_EZH2_TARGETS_UP                 | <b>3.567984571</b>        | 2.03E-19       | <b>3.99E-17</b>   | M4196                                  |
| PASINI_SUZ12_TARGETS_DN                | <b>8.888888889</b>        | 9.59E-25       | <b>4.53E-22</b>   | M2293                                  |
| PASINI_SUZ12_TARGETS_UP                | <b>3.571428571</b>        | 0.00347357     | <b>0.01585571</b> | M2291                                  |
| WIEDERSCHAIN_TARGETS_OF_BMI1_AND_PCGF2 | <b>10.52631579</b>        | 1.10E-06       | <b>1.46E-05</b>   | M2316                                  |

**Supplementary Table 1** PRC related gene sets from GSEA curated gene sets, represented in 266 transcription units significantly changed between WT and CIZ1 null primary cells

| <b>Oncogenic Signatures Gene Set</b> | <b>Percentage Overlap</b> | <b>p-value</b> | <b>q-value</b>    |
|--------------------------------------|---------------------------|----------------|-------------------|
| BMI1_DN_MEL18_DN.V1_DN               | <b>4.081632653</b>        | 0.000176213    | <b>0.00062838</b> |
| BMI1_DN_MEL18_DN.V1_UP               | <b>10.34482759</b>        | 1.08E-14       | <b>4.10E-13</b>   |
| BMI1_DN.V1_DN                        | <b>3.472222222</b>        | 0.001238695    | <b>0.00320703</b> |
| BMI1_DN.V1_UP                        | <b>10.88435374</b>        | 6.63E-16       | <b>4.18E-14</b>   |
| MEL18_DN.V1_DN                       | <b>4.054054054</b>        | 0.000182553    | <b>0.00063894</b> |
| MEL18_DN.V1_UP                       | <b>11.34751773</b>        | 3.63E-16       | <b>3.43E-14</b>   |
| PRC1_BMI_UP.V1_DN                    | <b>2.604166667</b>        | 0.00414869     | <b>0.00871225</b> |
| PRC1_BMI_UP.V1_UP                    | <b>1.052631579</b>        | 0.270947659    | <b>0.32005692</b> |
| PRC2_EED_UP.V1_DN                    | <b>0.518134715</b>        | 0.644300614    | <b>0.68029506</b> |
| PRC2_EED_UP.V1_UP                    | <b>1.546391753</b>        | 0.087816979    | <b>0.11446489</b> |
| PRC2_EZH2_UP.V1_DN                   | <b>5.670103093</b>        | 1.55E-08       | <b>1.04E-07</b>   |
| PRC2_EZH2_UP.V1_UP                   | <b>2.564102564</b>        | 0.004421212    | <b>0.00898212</b> |
| PRC2_SUZ12_UP.V1_DN                  | <b>3.141361257</b>        | 0.000677083    | <b>0.00206401</b> |
| PRC2_SUZ12_UP.V1_UP                  | <b>1.030927835</b>        | 0.278785281    | <b>0.32128304</b> |

**Supplementary Table 2** PRC related gene sets from GSEA oncogenic signatures, represented in the 266 transcription units significantly changed between WT and CIZ1 null primary cells

| <b>Name</b> | <b>Sex</b> | <b>Type</b>                  | <b>CIZ1 genotype</b>              | <b>Reference</b> |
|-------------|------------|------------------------------|-----------------------------------|------------------|
| E13.1       | Female     | Primary embryonic fibroblast | +/+                               | <sup>4</sup>     |
| E13.8       | Female     | Primary embryonic fibroblast | +/+                               | <sup>4</sup>     |
| E14.4       | Female     | Primary embryonic fibroblast | +/+                               | <sup>4</sup>     |
| E13.15      | Female     | Primary embryonic fibroblast | -/-                               | <sup>4</sup>     |
| E13.17      | Female     | Primary embryonic fibroblast | -/- with inducible CIZ1 transgene | <sup>4</sup>     |
| E14.2       | Female     | Primary embryonic fibroblast | -/-                               | <sup>4</sup>     |
| E14.19      | Female     | Primary embryonic fibroblast | -/- with inducible CIZ1 transgene | This paper       |
| E13.1       | Female     | Adapted fibroblast cell line | +/+                               | This paper       |
| E13.8       | Female     | Adapted fibroblast cell line | +/+                               | This paper       |
| E14.4       | Female     | Adapted fibroblast cell line | +/+                               | This paper       |
| E13.15      | Female     | Adapted fibroblast cell line | -/-                               | This paper       |
| E13.17      | Female     | Adapted fibroblast cell line | -/- with inducible CIZ1 transgene | This paper       |
| E14.2       | Female     | Adapted fibroblast cell line | -/-                               | This paper       |
| D001 3T3    | Female     | Adapted murine fibroblast    | +/+                               | <sup>5</sup>     |

**Supplementary Table 3** Cell Lines

| Antibody    | Concentration |        | Western<br>Blocking Buffer | Company/Reference               |
|-------------|---------------|--------|----------------------------|---------------------------------|
|             | Western       | IF     |                            |                                 |
| CIZ1        | 1:1000        | 1:1000 | PBS                        | 1794 <sup>6</sup>               |
| CIZ1        |               | 1:20   |                            | hC221a                          |
| Fibrillarin |               | 1:100  |                            | ab4566, Abcam                   |
| H2AK119Ub1  |               | 1:1500 |                            | D27C4, CST                      |
| H3K27me3    |               | 1:2000 |                            | ab6002, Abcam                   |
| EZH2        | 1:1000        | 1:250  | TBS                        | D2C9, CST                       |
| EZH2        | 1:1000        |        | TBS                        | ab191080, Abcam                 |
| EZH2        | 1:1000        |        | TBS                        | STJ112944, St John's Laboratory |
| H3          | 1:10000       |        | PBS                        | ab1791, Abcam                   |
| BMI1        |               | 1:500  |                            | ab14389, Abcam                  |
| RING1B      |               | 1:500  |                            | D22F2, CST                      |
| SUZ12       |               | 1:500  |                            | D39F6, CST                      |

**Supplementary Table 4** Primary antibodies used for western blot and immunofluorescence.

#### References to supplementary information

- 1 Lyu, G. *et al.* Changes in the position and volume of inactive X chromosomes during the G0/G1 transition. *Chromosome Res* **26**, 179-189, 2018.
- 2 Tumber, T. & Belmont, A. S. Interphase movements of a DNA chromosome region modulated by VP16 transcriptional activator. *Nat Cell Biol* **3**, 134-139, 2001.
- 3 Lee, S. *et al.* Global mapping of translation initiation sites in mammalian cells at single-nucleotide resolution. *Proc Natl Acad Sci U S A* **109**, E2424-2432, 2012.
- 4 Ridings-Figueroa, R. *et al.* The nuclear matrix protein CIZ1 facilitates localization of Xist RNA to the inactive X-chromosome territory. *Genes Dev* **31**, 876-888, 2017.
- 5 Coverley, D., Laman, H. & Laskey, R. A. Distinct roles for cyclins E and A during DNA replication complex assembly and activation. *Nature Cell Biology* **4**, 523-528, 2002.
- 6 Coverley, D., Marr, J. & Ainscough, J. Ciz1 promotes mammalian DNA replication. *Journal of Cell Science* **118**, 101-112, 2005.

# Supplementary material for: Maintenance of epigenetic landscape requires CIZ1 and is corrupted in differentiated fibroblasts in long-term culture
**Source:** Nat Commun. 2019 Jan 28;10:460. doi: 10.1038/s41467-018-08072-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Legends for Supplementary Data files**

### **Supplementary data set 1**

Excel file showing mean data with significance indicators for all transcription units affected by culture adaptation ( $q < 0.05$ ) in WT cells. On sheet 2, similar analysis for CIZ1 null cells. Relates to Fig.2.

### **Supplementary data set 2**

Excel file showing top 50 curated gene sets and top 50 oncogenic signature sets returned by GSEA with the indicated gene lists and sub-lists (11 tabs). Enrichments that meet the significance threshold  $q < 0.0005$  are highlighted in green, and PRC1/2 related gene sets in yellow.

### **Supplementary data set 3**

Excel file showing whole transcriptome data for 3 WT and 3 CIZ1 null primary cell lines, plus mean data with significance indicators. On sheet 2, individual and mean data for derived culture adapted cell lines. Relates to Fig.2.

### **Supplementary data set 4**

Excel file showing mean data with significance indicators for all transcription units affected by loss of CIZ1 ( $q < 0.05$ ), used in GSEA. On sheet 2, induction of CIZ1 in two CIZ1 null primary cell lines for genes affected by loss of CIZ1 in primary cells. On sheet 3, expression of CIZ1-dependent genes identified in primary cell lines, in adapted derivatives. Relates to Fig.3.

### **Supplementary data set 5**

Excel file showing mean data with significance indicators for all transcription units affected by loss of CIZ1 ( $q < 0.05$ ), in culture-adapted cell lines. On sheet 2, expression of the same set of CIZ1-dependent genes in primary cells. CIZ1-dependent genes common to primary and adapted cells are highlighted. Relates to Fig.2.

### **Supplementary data set 6**

EZH2 transcript assemblies with frequencies, derived from pooled reads mapping to locus 6:47530040-47595351, from triplicate WT and CIZ1 null cell lines of primary and adapted status, including graphical representation of data. On sheets 2 and 3, sequence of TCONS 00153599 and 00153598. Relates to Supplementary Fig.3.

How the deposited data were processed for this re-analysis (not part of the article)

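Embryonic fibroblasts of mice were measured by whole transcriptome RNA-seq of poly(A)-selected RNA in 15 populations. The groups were 3 primary WT and 3 culture-adapted WT populations, 2 primary CIZ1 null populations, 2 untreated CIZ1 null populations with a doxycycline-inducible GFP-CIZ1 transgene, 2 such populations treated with doxycycline, and 3 culture-adapted CIZ1 null populations. Groups came from the sample labels and the paper. The labelled source name of the untreated transgenic sample taken as E13.17 reads S13, but its values were identical to those the paper lists for E13.17. The embryo of 12 of the populations was then read from the paper's per-line tables, whose values were identical to those deposited; the same tables show that the 3 primary CIZ1 null populations of the paper include 1 of the untreated transgenic populations, and these 3 were used throughout. The other untreated population is not in those tables and is numbered S13, and the doxycycline-treated ones are numbered S14 and S15. Which embryo each of S13, S14 and S15 came from was not used here.

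The authors trimmed the reads, aligned them to GRCm38, assembled and merged transcripts, and made normalised FPKM per transcription unit with Cuffnorm. For each of 4 comparisons of groups (culture adaptation in WT and in CIZ1 null cells, and loss of CIZ1 in primary and in adapted cells) the authors also deposited a table from Cuffdiff with the mean FPKM of each group, a log2 fold change, a p-value and a q-value adjusted for multiple tests. The table of FPKM has 23 units that the table of comparisons does not. Every column of values was mapped to a sample or a group, and no pair of samples had identical values. Values printed from the deposited comparisons are named as the authors'. Coordinates are those of the authors' files, in GRCm38. The reference annotation at hand, of the same assembly, was used only for the type of gene (such as pseudogene) that goes with a gene name.

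From the FPKM, log2(FPKM + 1) was computed and groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance on mean expression), with only the samples of the comparison in the fit and without covariates. Units entered with a mean FPKM of at least 1 over those samples. Changes are on the log2(FPKM + 1) scale, and p was adjusted over all units tested by the Benjamini-Hochberg method, with a threshold of 0.05. The 16 PRC1 and PRC2 subunits of Supplementary Fig. 2 were also adjusted over the list alone. The paper presents these subunits as examples of disruption in the same samples, so the adjustment over the list alone is not independent evidence. The difference in the effect of CIZ1 loss between adapted and primary cells was tested as an interaction over the 12 samples of those groups. Shares of lists have Wilson 95% intervals and were compared with 10000 random lists matched on mean expression. These intervals treat units as independent, which they are not. Other steps used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.

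Before it was run on the data, the comparison was tested on simulated data with 200 units changed by known amounts, drawn for the real units from their means and spread. At log2 changes of 1, 2 and 3, adaptation of CIZ1 null cells recovered 0, 130 and 160 of 200 changed units, with 2, 31 and 34 further units called that had not been changed. Loss of CIZ1 in primary cells gave 186 at 3, loss of CIZ1 in adapted cells 145, and the interaction 140. Because some comparisons share samples, 20 data sets without an effect of CIZ1 were simulated for each measure that joins them. In each, the 266 units with the lowest p from limma for loss of CIZ1 stood for the listed units. The authors selected their list with Cuffdiff, so the simulated ranges are only approximate for it.

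The depth of a library relative to another was taken from 3451 units whose values lie under 0.3 FPKM, where steps of a single fragment can be seen. The ratios obtained this way were within 0.03 log2 units of each other in 91 of 91 pairs of samples checked. Correlations between replicates, on the log2 scale, lay between 0.937 and 0.974 in primary groups and between 0.829 and 0.888 in adapted groups, and were 0.913 for the untreated transgenic samples and 0.925 for the treated ones. In primary CIZ1 null E14.2 the 10 units with the highest values held 14.7% of all FPKM.

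Each adapted line comes from a primary population, as the paper states, so primary and adapted samples are paired by embryo. The deviations of paired samples from their group means had correlations across units of 0.21, 0.146 and -0.01 in WT cells (E14.4, E13.1 and E13.8) and -0.019, 0.11 and 0.089 in CIZ1 null cells (E14.2, E13.15 and E13.17). The fit with the embryo as a block was one of the alternatives. The others were a pseudocount of 0.1, no filter on FPKM, a mean FPKM of at least 5, quantile normalization, all 4 groups of 3 in a single fit, limma array weights, other sets of primary CIZ1 null samples, and each sample left out in turn. The groups, the comparisons, the tests, these alternatives and the rule for the genes to be named were set before the data were examined.

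The genes named are Ciz1, the 16 PRC subunits, genes named in the text of the paper, the units of Fig. 3f, and in each comparison the 3 units that rose most and the 3 that fell most among those with a gene symbol, a call and no overlap between groups. Genes outside this rule were chosen after their values were seen, and are the genes of a list of macrophage markers and a list of immediate-early genes, written down before each list was tested, and Stab1, an entry of the authors' deposited table. Of the 16 PRC subunits, 1 is counted in the totals and is otherwise not reported here. Gene sets, splice variants and imaging were not analysed here.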

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

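The test of lower depth in S13 and the test of Renbp and Nrn1 were chosen only after the result was seen; the test of mixed cells was set earlier. Dixon's test on groups of 4 untreated primary CIZ1 null samples was made for 27 measures, of which 1.35 would pass by chance and 3 did, all for the same sample.

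Sample S13, an untreated CIZ1 null population with the transgene that the paper does not list among its 3 primary CIZ1 null populations, stood apart from the others. On a scale from 0 for the mean of primary WT cells to 100 for the mean of adapted WT cells, over the 448 units called in both adaptations, it lay at 48.11, while E14.2 lay at 4.28, E13.15 at -0.61 and E13.17 at 4.70. Its Xist was at 40.5 FPKM, against 23.5, 21.7 and 21.0 in the others, and its Kcnq1ot1 at 0.254 against 0.0959, 0.103 and 0.0770, which is near the limit of detection. Its library was also the shallowest. Lower depth is argued against as the whole cause of the position, since among 159 units with a mean FPKM of at least 20, where counting noise is small, the position was 49.37. Adapted cells mixed into the culture would place the sample at a single fraction in linear FPKM. Units that rise with adaptation gave 27.05% (95% bootstrap interval 17.1 to 35.9, 92 units) and units that fall gave 69.8% (63.5 to 72.7, 356 units), so a simple mixture is argued against too. What stays open, as a hypothesis that was not tested, is a culture state between primary and adapted cells, which may differ with passage, and a difference between embryos. The paper names E13.17 and E14.19 as the lines with the transgene, so S13 is from E14.19 if each was sequenced once without doxycycline, which the sample labels do not state. For the induced cells the paper gives E14.19 an earlier passage than E13.17. If S13 is from E14.19 at that passage, a later passage would not explain its position. Depth was not tested as the cause of the values of Xist and Kcnq1ot1.

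Renbp and Nrn1 changed with adaptation in opposite directions in every WT line and every CIZ1 null line. For Renbp the log2 change was -1.34, -2.42 and -0.70 in the WT lines and 2.34, 0.22 and 0.82 in the CIZ1 null lines, and the difference of the means between genotypes was 2.614 (interaction, adjusted p = 0.996 from limma with Benjamini-Hochberg adjustment). For Nrn1 it was 2.80, 2.60 and 1.39 in the WT lines and -1.35, -0.82 and -0.29 in the CIZ1 null lines, a difference of -3.081 (interaction, adjusted p = 0.278 from limma), and a second unit overlaps Nrn1 and could share its reads. Of 56 genes looked at for such a pattern, 9 rose in 3 of the 6 lines and fell in the other 3. These divided by genotype for 2 of the 9, where 0.9 would do so if lines varied without regard to genotype (exact binomial test, one-sided p = 0.225). Over all 20046 units it was 285 of 2613 (10.9%, 95% Wilson interval 9.77 to 12.2), against 10% by chance. With 9 genes, lines that vary without regard to genotype and a biological difference between genotypes in Renbp and Nrn1 cannot be told apart.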

How the results depend on the processing

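The splits of samples below were counted only after the results were seen; 1 baseline for doxycycline was also chosen after the data were seen.

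For units called on adaptation, the number was 988 in WT cells and 322 in CIZ1 null cells without the filter on FPKM, where more units are tested, and 499 and 10 with the replicate block by embryo. In CIZ1 null cells it was 2969 with all 4 groups in a single fit, 1936 with limma array weights, 449 with all 4 untreated primary samples and 30 with only the 2 primary samples without the transgene. Units called in both adaptations numbered 113 without the filter, 1535 with all 4 groups in a single fit, 979 with array weights, 5 with the block, 196 with all 4 untreated samples and 17 with only the 2 samples without the transgene. Across the fits that each left out one library, the number went from 62 (without primary WT E14.4) to 2972 (without adapted WT E14.4) in WT cells, from 25 (without primary E14.2) to 2999 (without adapted E13.15) in CIZ1 null cells, and from 10 to 880 (the same libraries) for both. Leaving out a library also lowers the number of samples in the test. Otherwise the cause was not tested. Of other settings for WT cells, a mean FPKM of at least 5 gave 1580, a pseudocount of 0.1 gave 1716 and array weights gave 2646, each within 1.5 times of the 1902 reported.

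For loss of CIZ1 in primary cells, where 1 unit was called, a pseudocount of 0.1 gave 3, all 4 untreated primary CIZ1 null samples gave 2 and only the 2 samples without the transgene gave 3, and leaving out one library gave from 1 to 5. In adapted cells the count was 0 with a pseudocount of 0.1 (776 units at an unadjusted p under 0.05), 0 without the filter (1171), 0 with a mean FPKM of at least 5 (436) and 0 after quantile normalization (836), and it was 10 with all 4 groups in a single fit. Leaving out one library gave from 0 (428 to 1602 units at an unadjusted p under 0.05) to 4 (without adapted E13.17). Units called in both states went from 1 to 0 in the same 4 settings and from 0 to 1 when libraries were left out. The interaction called 2 units with a pseudocount of 0.1 and from 0 to 234 when one library was left out, the highest without adapted E13.15. The cause was not tested.

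Of the PRC subunits, adaptation of WT cells called 1 without the filter and 0 with the block, and from 0 to 3 with one library left out. Adaptation of CIZ1 null cells called 0 with the block, 1 with all 4 untreated samples and 0 with only the 2 samples without the transgene, and from 0 (without any one primary population or adapted E14.2) to 6 (without adapted E13.15). Loss of CIZ1 in primary cells called 0 in every setting and with every library left out. The cause was not tested.

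The share of listed CIZ1-dependent units called on WT adaptation was 14.3% without the filter, 31.0% with array weights, 12.5% with the block and 0% when only the unit called here for loss of CIZ1 was used as the list, and from 3.02% (without primary WT E14.4) to 37.1% (without adapted WT E14.4) with one library left out. The share with an unadjusted p under 0.05 went from 36.6% to 52.6% in the same fits. The share of units called here for loss of CIZ1 that went in the same direction on adaptation rests on Ciz1 alone and was 100%, 0% after quantile normalization and from 0% (without primary WT E13.1) to 100% with one library left out. The share moved back by doxycycline was 41.8% when the baseline was the 2 primary CIZ1 null samples without the transgene (chosen after the data were seen), and from 51.6% (without S14) to 85.6% (without S15) with one library left out. The cause was not tested.

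For named genes, 30 pairs of a gene and a comparison were followed, of which 23 were called. Over all settings, 229 of 322 values for these 23 kept their call, 93 lost it with the same direction, and 0 changed direction. Of the other pairs, 7 of 98 values gained a call and 0 changed direction. With the block, 11 of these values lost their call, and no other call of a named gene changed with it. Other splits of the same 6 samples into groups of 3 number 10 with the real one. For the 1902 units of WT adaptation and the 975 of CIZ1 null adaptation, 1 of 10 splits, the real one, gave as many (the next highest gave 2 and 0), and among the 4 splits that part all 3 embryos the real one was again the only one. With all 4 untreated samples it was 1 of 35 (the next gave 78 units). For loss of CIZ1 it was 4 of 10 in primary cells, 4 of 35 with all 4 untreated samples and 6 of 10 in adapted cells, where another split called 111. For the interaction all 100 of 100 drawn splits gave as many, since the real one called 0, with 928 at an unadjusted p under 0.05, and another called 216. For units called in both adaptations it was 1 of 100 combinations of splits (the next gave 1 unit) and for units called for CIZ1 loss in both states 1 of 100 (0). For PRC subunits it was 1 of 10 in either adaptation and 10 of 10 for CIZ1 loss in primary cells, and for listed units called on WT adaptation 1 of 10 (54 units, next 0). For 3 samples against 3 no share under 0.1 is possible.

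The depth of each library in reads is unknown beyond the single approximate value in the paper's methods. Lower depth was tested as a cause only for S13, the spread of adapted populations and the units highest in E14.4. What depth limits in the counts above was not tested. In simulated data with the measured spread, 0 of 200 units given a log2 change of 1 were called for adaptation of either genotype (81.5% in WT and 80% in CIZ1 null cells had an unadjusted p under 0.05) or for loss of CIZ1 in adapted cells (63.5%), and 60 of 200 were called for loss of CIZ1 in primary cells.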

Differences from the paper's values

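On adaptation of WT cells 1902 units were called here, against the paper's 1038. Of the alternatives set before the data were examined, no filter on FPKM gave 988 and leaving out adapted WT E13.8 gave 1296, both within 1.5 times of the paper's number. A pseudocount of 0.1 (1716), a mean FPKM of at least 5 (1580), quantile normalization (2063), all 4 groups in a single fit (2707), array weights (2646), the block by embryo (499), and leaving out primary E14.4 (62), E13.1 (70) or E13.8 (65), or adapted E13.1 (1808) or E14.4 (2972), were not.

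Loss of CIZ1 in primary cells called 1 unit here, against the paper's 266, and none of the alternatives set before the data were examined closed the gap (1 to 5 units, 1225 at an unadjusted p under 0.05 as reported). In adapted cells 1 unit was called, against the paper's 35, and again none of those alternatives closed it (0 to 10 units, 804 at an unadjusted p under 0.05 as reported). The number of units called in both states was 1, against the paper's 12, and 0 or 1 in those alternatives.

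Of the listed CIZ1-dependent units, 23.3% were called on WT adaptation here, against the paper's 39%. Of the alternatives set before the data were examined, a mean FPKM of at least 5 gave 26.7%, array weights 31.0% and leaving out adapted E14.4 37.1%, all within 1.5 times of the paper's value. A pseudocount of 0.1 (21.1%), no filter on FPKM (14.3%), quantile normalization (22.4%), all 4 groups in a single fit (23.3%), the block by embryo (12.5%), the unit called here as the list (0%), and leaving out primary E14.4 (3.02%), E13.1 (4.39%) or E13.8 (4.78%), or adapted E13.1 (24.1%) or E13.8 (18.0%), were not. The authors' deposited table gives 38.7%.

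Phc1 in adapted cells, relative to the mean of primary WT cells, was 1.05 in WT and 1.06 in CIZ1 null cells here. The paper's bars show about 1.8 for WT and about 1.8 for CIZ1 null cells in Supplementary Fig. 2a, read by eye. Leaving out each library, the only alternative set before the data were examined for this measure, gave 0.995 to 1.1 and 0.926 to 1.19, so none closed the gap. Of the 48 bars of this figure, 46 were within 1.5 times or the spread.

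Supplementary Fig. 2a of the paper marks RING1A as changed in primary CIZ1 null cells. Here Ring1 had a log2 change of 0.86 with an unadjusted p of 0.00691 and an adjusted p of 0.680 from limma, and 0.111 adjusted over the list alone. It was not called over all units in any setting (adjusted p 0.212 to 1.00), and over the list alone it passed with array weights and without primary WT E14.4. For 26 entries with a q under 0.05, the log2 change in the authors' deposited table differs by more than 1 from that of the mean FPKM of the same groups (10 for WT adaptation, 9 for CIZ1 null adaptation, 6 for loss of CIZ1 in primary cells and 1 in adapted cells). They include Lcn2 on WT adaptation (12.8 in the authors' table, 11.7 from mean FPKM), Stab1 on CIZ1 null adaptation (-9.66 and -2.54) and Rnf207 for loss of CIZ1 in adapted cells (-4.59 and 0.36), which were picked out after their values were seen.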

Other observations

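The tests of immediate-early genes, of depth in E14.4, of culture state, of the assignments of doxycycline and of units listed at 0 were chosen only after the result was seen; those of macrophage markers and of spread were set earlier.

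Among the listed units for loss of CIZ1 were several genes of macrophages, such as Lyz2 and the C1q genes. Lyz2 was at 50.7 FPKM in primary CIZ1 null E14.2 and 71.9 in E13.17, but at 5.58 in E13.15 and at 11.8 to 20.7 in primary WT cells. It was 55.9 in S13, 49.2 in S14 and 65.5 in S15, and 0.363 to 13.2 in adapted lines. A list of macrophage markers had 29 genes with a unit, of which 6 were in the authors' list of 266 and 13 had been looked at. Of the 16 that were neither, 14 were higher in both E14.2 and E13.17 than in E13.15, where 5.33 would be by chance (exact binomial test, one-sided p = 1.19e-05, although markers of a cell type are not independent), and 6 of the 16 were also expressed at 1 FPKM or more in WT cells. Primary WT E13.1 was close to E13.17 for these 16 markers, with a sum of 21.2 FPKM against 21.5 (34.3 in E14.2) and a median of 0.142 log2 units above the WT mean against 0.208 (0.605 in E14.2), so these 16 do not set E13.17 apart from WT cultures. The 13 looked at before were higher in E13.17 than in E13.1, such as Lyz2 (71.9 against 20.7 FPKM) and Tyrobp (9.52 against 4.35). Their values were known beforehand, so they are not an independent check. The values are consistent with macrophages that differ in number between primary cultures of both genotypes, as a hypothesis. Whether loss of CIZ1 raises these genes in every CIZ1 null population was not decided. In E13.15 the median of the 16 lay at -0.148 log2 units from the WT mean. The spread of single markers between WT populations (median standard deviation 0.198) is not that of a median, so it cannot decide this. Most of the 16 were near the floor, where the log2 scale used hardly moves. Of all markers at 1 FPKM or more in every primary WT population, none was above the WT range in E13.15. Csf1r, Cd14, Lcp1, Lyz2, C1qa, C1qb, Cd68 and Tyrobp were below it, and Coro1a, Ctss and C1qc were inside it. Pf4, Aif1 and Fcgr2b, at lower levels, were above it. A rise was therefore not seen in E13.15 for the higher markers, although this rests on 1 library. Whether macrophages were in the cultures was not tested in any other way.

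Adapted populations were further apart than primary ones. Among 1958 units with a mean FPKM of at least 50, the median standard deviation of adapted populations was 2.58 times that of primary populations in WT cells and 1.93 times in CIZ1 null cells, so counting noise from lower depth is argued against as the whole cause. A larger biological difference between adapted lines stays open and was not tested.

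For the 144 listed units lower in CIZ1 null, primary WT E14.4 was most often the highest population, and 13 of 32 immediate-early genes were in the list. The other 19 had a median log2 difference of 0.665 between E14.4 and the other WT populations, and 17 of them were higher in E14.4. Random lists matched on expression had a median of 0.045, and 0 of 10000 reached the observed value. Immediate-early transcription in the E14.4 culture at collection is therefore a candidate explanation for part of these units. Whether lower depth adds to the pattern was not decided. Among the 59 such units with a mean FPKM of at least 20, 64.4% (95% Wilson interval 51.7 to 75.4) were highest in E14.4, against 47.1% of the 85 under this level. Among 117 units outside the list that were lower in CIZ1 null at an unadjusted p under 0.05, at the same level, it was 53.8%, inside that interval.

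The doxycycline-treated samples differed from each other. On the scale from primary to adapted WT cells, S15 lay at 51.29 and S14 at 1.4, outside and inside the range of E14.2, E13.15 and E13.17, and the untreated S13 lay at 48.11, so culture state nearer to adaptation in S15 is a candidate explanation for part of the difference between S14 and S15. Since S13 is untreated and S15 treated, this state does not by itself set treated apart from untreated samples. Only 1 of the 6 assignments of doxycycline to the 4 transgenic samples, the real one, gave a share of listed units moved back as large as 76.1%. With 6 assignments no smaller share than 1 is possible, so an effect of doxycycline and a chance arrangement of these samples cannot be told apart. The assignments also took no account of line, and no share within a line was computed.

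Some units were listed at 0 in 1 population and above 100 FPKM in another of the same group, and there were 61 of them. Failed estimates for near-identical copies may be behind them, and 42.9% of those with an annotated type were pseudogenes, against 5.68% of units tested. Only 21 of the 61 (34.4%) have such a type, so the check is void, and this and real differences cannot be told apart. Pseudogenes were 6.65% of the units called on WT adaptation and 10.5% of those called on adaptation of CIZ1 null cells. Of 30 called units listed at 0 in every adapted CIZ1 null line, 17 (56.7%) have a type and 10 of these (58.8%) were pseudogenes, and with so few typed units no check was made.

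Of genes the paper names elsewhere, Xist was at 23.0 ± 1.43 FPKM (SD, n = 3) in primary WT cells, at 91.4 in adapted E13.1, 28.5 in adapted E13.8 and 26.7 in adapted E14.4 (log2 change 0.82, adjusted p = 0.281 from limma with Benjamini-Hochberg adjustment). In CIZ1 null cells it rose from 22.0 ± 1.29 to 86.1 ± 20.9 (log2 change 1.89, standard error 0.227, adjusted p = 0.0215 from limma). That call was lost with the embryo as a block (adjusted p = 0.0708), with only the 2 primary samples without the transgene, and without primary E14.2 (0.0943), E13.15 (0.115) or E13.17 (0.0901) or adapted E14.2 (0.0581). The difference between genotypes did not pass correction (interaction, log2 1.07, adjusted p = 0.996 from limma). Cdkn1a fell by 2.04 log2 units in WT cells (adjusted p = 0.117 from limma) and by 1.14 in CIZ1 null cells (adjusted p = 0.0377). In WT cells it was called with all 4 groups in a single fit (0.0427), with array weights (0.0344) and without adapted E13.8 (log2 -1.13, 0.0274). In CIZ1 null cells its call was lost without the filter (0.0642), after quantile normalization (0.0505), with all 4 groups in a single fit (0.200), with the block (0.0957), with only the 2 samples without the transgene (0.130), and without primary E14.2 (0.129), E13.15 (0.178) or E13.17 (0.130) or adapted E13.17 (0.0539) or E14.2 (0.0936). Firre, Lbr, Fbl, Smarca5 and Hnrnpk were not called in any of the 4 comparisons, and Kcnq1ot1 was under the filter on FPKM.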
